# In vitro derivation of midbrain dopaminergic neurons from porcine embryonic stem cells in multi-dimensional conditions

**DOI:** 10.1186/s13287-025-04693-9

**Published:** 2025-11-05

**Authors:** Hyerin Choi, Dongjin Oh, Ali Jawad, Zheng Haomiao, Jaehyung Ham, Juyoung Heo, Aram Oh, Huijin Jin, Jaehyeok Seo, Byoung Chol Oh, Sang-Hwan Hyun

**Keywords:** Porcine, Embryonic stem cells, Midbrain, Dopaminergic neuron, Organoid

## Abstract

**Background:**

. Porcine pluripotent stem cells hold significant promise as a large-animal model for human neurodevelopment and disease modeling. However, efficient protocols for their directed differentiation into midbrain dopaminergic (mDA) neurons and the generation of 3D midbrain-like organoids remain limited. This study aimed to establish species-optimized conditions for the derivation of functional mDA neurons from porcine embryonic stem cells (pESCs) under both two- and three-dimensional environments.

**Methods:**

. In vitro fertilization (IVF)- and parthenogenetic activation (PA)-derived pESCs were subjected to neural induction using stepwise exposure to dual SMAD inhibition, SHH, CHIR99021, and FGF8. For monolayer culture, adherent monolayers were differentiated on Matrigel- or poly-L-ornithine/laminin I/fibronectin-coated surfaces. For 3D culture, porcine midbrain-like organoids (pMLOs) were formed under low-adhesion conditions. Functional and molecular characterization was performed via immunofluorescence, patch-clamp electrophysiology, microelectrode array (MEA) recordings, dopamine ELISA, and RNA sequencing.

**Results:**

. Porcine embryonic stem cells required higher SHH and GSK3 inhibition thresholds to efficiently induce FOXA2⁺ ventral midbrain progenitors, revealing a species-specific divergence from human protocols. IVF-derived pESCs showed markedly enhanced dopaminergic differentiation and functional maturation compared to PA-derived pESCs. Notably, in 3D culture, neuroepithelial structures emerged as early as day 5, and functionally mature mDA neurons—confirmed by TH expression, dopamine release, and spontaneous synaptic activity—were detected by day 28. This timeline represents an accelerated maturation relative to comparable human mDA differentiation systems, where functional properties typically arise after day 35. Single-cell RNA sequencing further delineated dynamic dopaminergic lineage trajectories and revealed porcine-specific gene expression patterns associated with early mDA identity acquisition.

**Conclusions:**

. This study presents the first robust platform for generating functionally validated mDA neurons and midbrain-like organoids from porcine stem cells. The findings highlight species-specific signaling dynamics and establish porcine in vitro models as scalable, translational systems for investigating neurodevelopment and disease mechanisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-025-04693-9.

## Background

The human brain has the longest and slowest development process among organs and features, a complex structure [1, 2]. Animal models play an indispensable role in neuroscience research, providing critical insights into disease mechanisms, drug development, and data that cannot be obtained from human studies [3]. Comparative studies of human brain structures have primarily utilized rodents and non-human primates (NHPs) [4, 5]. On the other hand, few comparisons have been made with large mammals such as pigs, cows, sheep, and horses. The magnetic resonance imaging studies have revealed similarities in brain development between humans and pigs [6, 7]. Pigs have a gyrencephalic brain and are less complex in structure than NHPs, aligning with the “replacement” principle of animal research [7]. Additionally, the postnatal brain growth in pigs closely resembles that of human neonates [8], while their gestation period is significantly shorter (~ 114 days vs. ~280 days) [9]. This contrast highlights species-specific developmental pacing and supports the use of pigs as an efficient large-animal model for early brain development studies.

Parkinson’s disease (PD) is a neurodegenerative disorder that primarily affects middle-aged and older adults, and survival rates for PD patients are lower than the general population [10, 11]. PD is characterized by the localized degeneration of midbrain dopaminergic (mDA) neurons in the substantia nigra (SN), making it a key target for stem cell-based therapies [12]. The SN, a midbrain dopaminergic nucleus, is crucial for modulating motor movement and reward function within the basal ganglia circuitry [13]. Pigs are valuable for modeling human PD because their SN is anatomically more similar to humans than rodents [14–16]. For these reasons, genetically modified pig PD models have been generated using somatic cell nuclear transfer and the CRISPR/Cas9 system [17–19]. Nevertheless, the porcine PD models did not show the obvious neuronal loss and behavioral abnormalities that can be observed in human PD. Additionally, efforts to enhance in vivo models are time-consuming and expensive. Therefore, a comprehensive understanding of the porcine nervous system is essential to create an effective in vivo model.

Recent technological advances in the stem cell field have resulted in organoids, which are self-organized 3D tissues. The brain organoid is particularly valuable as it provides the opportunity to understand complex biological processes in a physiologically relevant context, and it facilitates advancements in translational applications [20–24]. Despite these advances, current in vitro studies on the porcine nervous system are limited to the early stages of neural differentiation [25–27].

Our study aims to derive ventral midbrain (VM) progenitors from porcine embryonic stem cells (pESCs) using a floor plate transition-based method and to elucidate their maturation capacity into mDA neurons under monolayer culture conditions. Additionally, we adapt this protocol to generate midbrain-like organoids in a three-dimensional culture environment.

## Methods

### Maintenance and culture of pESCs

The pESC lines (PA_3_pESC_FIW and IVF_1_pESC_FIW) used in this study were previously established from IVF and PA blastocysts, as described in [28]. Briefly, blastocysts derived from PA or IVF were cultured on mitotically inactivated mouse embryonic fibroblasts using a FIW medium under 5% CO_2_ at 37 ℃ with daily medium exchange. The basal medium of the FIW was composed of DMEM/F12 (Thermo Fisher Scientific, #21331020), 10% knockout serum replacement (Thermo Fisher Scientific, #10828028), 1× non-essential amino acids (Thermo Fisher Scientific, #11140050), 0.05 mM β-mercaptoethanol (Thermo Fisher Scientific, #21985023), and 1% antibiotic-antimycotic (Thermo Fisher Scientific, #15240062). To prepare the FIW medium, 10 ng/mL FGF2 (PeproTech, #100-18B), 1.5 µM IWR-1 (I0161), and 0.3 µM WH-4-023 (Selleckchem, S7565) were added to the basal medium. pESC-FIW cells were dissociated using TrypLE™ Express Enzyme (Gibco, 12605010) and passaged every 3–4 days at a ratio of 1:5 to 1:10 in the presence of 10 µM Y-27,632 (STEM CELL, #72304), which was added 24 h after passage. Established pESC lines were characterized by the expression of pluripotency markers (e.g., OCT4, SOX2, NANOG) and confirmed for their differentiation potential. For more detailed information on the derivation and characterization of these lines, see [28].

### Induction of mDA neurons from pESCs in monolayer conditions

mDA neurons were differentiated from PA- and IVF-pESCs using a floor-plate-based neural induction protocol [29]. Initially, two pESC lines were seeded at a density of 0.5 × 10⁴ cells/cm² on Matrigel (Corning, #CLS354277) in FIW medium supplemented with Y-27,632 and cultured for 48 h. On day 0 of differentiation, the medium was changed to N2B27, which is composed of a 1:1 mixture of DMEM/F12 and Neurobasal medium (Thermo Fisher Scientific, #21331020 and #21103049), along with 1% N2 supplement (Thermo Fisher Scientific, #17502048), 0.5% B27 supplement (Thermo Fisher Scientific, #12587010), 1x Glutamax (Thermo Fisher Scientific, #35050061), and 1x Antibiotic-Antimycotic (Thermo Fisher Scientific, #15240062). This medium was further supplemented with 10 µM SB431542 (MCE, #HY-10431), 100 ng/ml Noggin (Peprotech, #120–10 C-100UG), 500 ng/ml SHH-C24II (Miltenyi, #130-095-727), and 1.5 µM CHIR99021 (CH) (Selleckchem, #S1263). Medium changes were conducted on days 2, 4, and 7. On day 9, the medium was switched to N2B27 with 100 ng/ml FGF8 (Miltenyi, #130-095-738) for 2 days. On day 11, the differentiated cells were dissociated using TrypLE™ Express Enzyme and replated on Matrigel-coated plates at a density of 8.0 × 10⁵ cells/cm². The cells were then cultured in B27 medium (Neurobasal, 2% B27 supplement, 1x Glutamax, 1x Antibiotic-Antimycotic) supplemented with 100 ng/ml FGF8b, 20 ng/ml BDNF (PeproTech, #450-02-10UG), and 0.2 mM ascorbic acid (AA) (#A4544). Y-27,632 was added for the first 48 h after replating, with the medium refreshed every 2–3 days. From day 16 onward, for terminal differentiation, PA- and IVF-derived cells were replated onto plates coated with poly-L-ornithine (1.5 µg/mL), laminin I (1 µg/mL), and fibronectin (2 µg/mL) at a density of 3.4 × 10⁵ cells/cm² using TrypLE™ Express Enzyme. These cells were cultured in B27 medium supplemented with 20 ng/ml BDNF, 10 ng/ml GDNF (R&D Systems, #212-GD-010), 0.2 mM ascorbic acid, 0.5 mM db-cAMP (STEM CELL, #73886), and 10 µM DAPT (MCE, HY-13027), with medium changes every other day until they were ready for analysis.

### Immunofluorescence analysis

The differentiated cells cultured under monolayer conditions were first washed with DPBS (Welgene, LB 001–02) and then fixed with 4% paraformaldehyde at room temperature for 10 min. After three washes with DPBS, the cells were permeabilized in 0.5% Triton X-100 for 10 min, and subsequently blocked with blocking buffer (CST, #12411) for 30 min. The cells were incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. Following this, they were washed three times with DPBS for 5 min each. The secondary antibodies were then diluted, incubated with DPBS at room temperature for 1 h, and washed three times with DPBS for 5 min each. Finally, the cells were stained with Hoechst (Invitrogen, H3570) for 10 min. The list of antibodies used is provided in Supplementary Information Table S1.

### qRT-PCR

All samples were washed twice in Dulbecco’s PBS and stored at − 80 ℃ until mRNA extraction. Total RNA was extracted using the TRIzol reagent (TaKaRa Bio, Inc., Otsu, Japan), and complementary DNA (cDNA) was synthesized using a reverse transcription master mix (Elpis Bio, Inc., Chungcheongnam-do, Daejeon, Republic of Korea) according to the manufacturer’s instructions. For qRT-PCR, the synthesized cDNA, 2× SYBR Premix Ex Taq (TaKaRa Bio, Inc.), and 10 pmol of specific primers (Macrogen) were added to prepare the PCR mixture. All primer sequences used in this study are listed in Table S2. qRT-PCR was performed using a CFX96 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA, United States). The reactions were performed as follows: 40 cycles of denaturation at 95 ℃ for 30 s, annealing at 58 ℃ for 15 s, and extension at 72 ℃ for 30 s. Relative quantification was performed using threshold cycle (Ct)-based methodologies at a constant fluorescence intensity. The relative mRNA expression (R) was calculated using the equation *R* = 2^−(*Ctsample* − *Ctcontrol*)^. The R-values obtained for each gene were normalized to *RN18S*.

### Whole cell patch-clamp recording of pESCs-derived DA neurons

Whole-cell recordings were made on random cells in DA neurons from PA- and IVF-pESCs. For each group, neurons were derived from the same culture batch. The recordings were conducted in artificial cerebrospinal fluid (ACSF in mM: 124 NaCl, 2.5 KCl, 1.2 NaH_2_PO_4_, 24 NaHCO_3_, 5 HEPES, 12.5 glucose, 2 MgSO_4_, and 2 CaCl_2_, pH 7.4) using Multiclamp 700B amplifier (Molecular Devices, Sunnyvale, CA), DigiDATA (Molecular Devices), and pClamp software (version 10.6. Molecular Device) at a 10 kHz sampling rate and a 2 kHz filtering rate. The patch-pipettes (4–8 MΩ) were filled with internal solution (in mM: 120 K-gluconate, 10 KCl, 2 Mg-ATP, 0.5 Na-GTP, 0.5 EGTA, 20 HEPES, and 10 phosphocreatine, pH 7.3). After making whole cell recording configuration, the resting membrane potential (RMP) was measured in I = 0 configuration. The membrane capacitance (Cm), membrane resistance (Rm), and access resistance (Ra) of the cells were calculated from recordings under voltage-clamp configuration where the cells were held at − 60 mV. The ability to fire action potential(s) (APs) was recorded under current-clamp mode by injecting 20 pA current steps for 1 s that modulated membrane potentials from hyperpolarizing 0 pA to + 200 pA. After making whole cell recording configuration, the spontaneous excitatory postsynaptic currents (sEPSC) were recorded for 5 min at -60 mV using gap free protocol.

### Transcriptome analysis

Total RNA concentration was calculated by Quant-IT RiboGreen (Invitrogen, #R11490). To assess the integrity of the total RNA, samples are run on the TapeStation RNA screentape (Agilent, #5067–5576). Only high-quality RNA preparations, with an RIN greater than 7.0, were used for RNA library construction.

A library was independently prepared with 1 µg of total RNA for each sample by Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., San Diego, CA, USA, #20020595). The first step in the workflow involves purifying the poly-A containing mRNA molecules using poly‐T‐attached magnetic beads. Following purification, the mRNA is fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into first strand cDNA using SuperScript II reverse transcriptase (Invitrogen, #18064014) and random primers. This is followed by second strand cDNA synthesis using DNA Polymerase I, RNase H and dUTP. These cDNA fragments then go through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products are then purified and enriched with PCR to create the final cDNA library.

The libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (KAPA BIOSYSTEMS, #KK4854) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, # 5067–5582). Indexed libraries were then submitted to an Illumina NovaSeq (Illumina, Inc., San Diego, CA, USA), and the paired-end (2 × 100 bp) sequencing was performed by the Macrogen Incorporated.

### Data processing and analysis

Paired-end sequencing reads were generated on the Illumina sequencing NovaSeq platform. Before starting analysis, Trimmomatic v0.38 was used to remove adapter sequences and trim bases with poor base quality. The cleaned reads were aligned to the *Sus scrofa (Sscrofa11.1*) using HISAT v2.1.0 [30]. The reference genome sequence and gene annotation data were downloaded from NCBI Genome assembly and NCBI RefSeq database respectively. Aligned data (SAM file format) were sorted and indexed using SAMtools v 1.9. After alignment, the transcripts were assembled and quantified using StringTie v2.1.3b [31, 32]. Gene-level and Transcript-level quantification were calculated as raw read count, FPKM (Fragments Per Kilobase of transcript per Million mapped reads) and TPM (Transcripts Per Million).

### Differential gene expression analysis

Statistical analyses of differential gene expression were performed by DESeq2 v 1.38.3 [33] using raw counts as input. In the QC step, genes with non-zero counts in all samples were selected. PCA (Principal component analysis) and MDS (Multidimensional scaling) plot were generated to confirm the similarity of expression between samples. Filtered data set was applied with RLE normalization to correct the variation of library sizes among samples. Statistical significance of differential expression gene was determined using DESeq2 nbinom WaldTest [33]. Fold change and p-value were extracted from the result of WaldTest. All p-values are adjusted by Benjamini-Hochberg algorithm to control false discovery rate. Significant gene list was filtered by |fold change|≥2 & raw p-value < 0.05. Hierarchical clustering on rlog transformed values for significant genes was performed with these parameters (distance metric = Euclidean distance, linkage method = complete). Gene-enrichment and functional annotation analysis for significant genes were carried out using gProfiler [34] (https://biit.cs.ut.ee/gprofiler/orth) against GO (Gene Ontology) database and using in-house KEGG Viewer script against KEGG pathway database (http://www.genome.jp/kegg/pathway.html). Adjusted p-values reported from gProfiler were derived using one-sided hypergeometric test and corrected by Benjamini-Hochberg method. Adjusted p-values reported from KEGG viewer result were derived using two-sided modified Fisher’s exact test and corrected by Benjamini-Hochberg method. All data analysis and visualization of differentially expressed genes was conducted using R 4.2.2 (www.r-project.org).

### Generation of porcine midbrain-like organoids

IVF_1_ pESC_FIW cells were used for the generation of porcine midbrain-like organoids. The pESCs were dissociated using TrypLE™ Express Enzyme for 3 min at 37 ℃. Following this, cells were plated in pre-coated plates with 2% gelatin to remove MEF cells for 15 min at 37 ℃. The cells were then collected and counted using a hemocytometer. A total 2,500 single cells were plated in each well of a 96-well ultra-low attachment U-bottom plate (Corning, #7007) with mTeSR™ Plus (STEM CELL, #100–0276) supplemented with 10 µM Y-27,632 to form embryoid bodies (EBs). After 2 days in culture, the EBs were transferred to a 6-well ultra-low attachment plate (Corning, #3471) containing N2B27 medium supplemented with 10 µM SB431542, 100 ng/ml Noggin, 500 ng/ml SHH-C24II, and 1.5 µM CHIR99021 (day 0). The medium was changed on day 3. On day 5, the medium was replaced with N2B27 containing 100 ng/ml FGF8. After an additional 3 days, the medium composition was switched to B27 medium supplemented with 100 ng/ml FGF8, 20 ng/ml BDNF, and 0.2 mM AA. On day 13, EBs were embedded in 30 µl droplet of Matrigel for 30 min at 37 ℃. For terminal differentiation, the organoids were cultured in B27 medium supplemented with 20 ng/ml BDNF, 10 ng/ml GDNF, 0.2 mM ascorbic acid, 0.5 mM db-cAMP, and 10 µM DAPT and incubated on an orbital shaker. Medium changes were performed every three days until the organoids were ready for analysis.

### Organoid cryosectioning and immunofluorescence

Porcine midbrain-like organoids were washed once in PBS and fixed in 4% paraformaldehyde for 5 h at room temperature on an orbital shaker. They were then washed in PBS three times for 5 min each. The organoids were allowed to sink in 30% sucrose overnight at 4 ℃. The sucrose solution was replaced with a 1:1 mixture of OCT and 30% w/v sucrose for 6 h, and then the organoids were transferred to a cryomold and filled with OCT. The embedded tissue was frozen on dry ice and cryosectioned at 10 μm. For immunohistochemistry, the sections were washed in PBS three times for 5 min each and fixed in 4% paraformaldehyde for 10 min at room temperature. After this, the sections were washed again in PBS three times for 5 min each. They were then blocked and permeabilized in 0.3% v/v Triton X-100 in blocking buffer for 1 h at room temperature. Each slide was incubated overnight at 4 ℃ with a primary antibody solution. The following day, sections were washed in PBS three times for 5 min and then incubated for 1 h with the appropriate secondary antibodies (diluted 1:400). After wahsing with PBS three times for 5 min each, the sections were stained with Hoechst for 10 min. Each slide was mounted using antifade (Thermo Fisher Scientific, #P36934) and coverslipped. A list of antibodies is provided in Table S2.

### Microelectrode array (MEA) recordings

MEA plates (6-well format, Axion BioSystems) were prepared following the Axion BioSystems Maestro Plating Protocol [35]. Wells were pre-coated with 0.1% polyethylenimine in borate buffer (pH 8.4) to facilitate organoid attachment. The plates were incubated at room temperature for 1 h, washed four times with sterile water, and air-dried overnight under sterile conditions. Prior to organoid seeding, the wells were coated with laminin (10 µg/mL in maintenance medium) and incubated for 1 h at 37 °C. Organoids were carefully transferred into the pre-coated wells and positioned over the MEA electrodes. Following an initial attachment period overnight at 37 °C in a 5% CO₂ incubator, additional maintenance medium was added to fully submerge the organoids. MEA recordings were performed using the Axion Maestro Pro system with AxIS Navigator software. Brain organoid activity was assessed by analyzing spike detection and burst patterns according to the Axion BioSystems guidelines. Only wells with properly attached organoids and adequate electrode coverage were included in the analysis.

### Single-cell RNA sequencing and data analysis

Single-cell RNA sequencing (scRNA-seq) libraries were prepared using the Chromium X platform following the 10x Genomics GEM-X Single Cell 3’ Reagent Kit v4 protocol (CG000731). Cell suspensions were diluted in PBS to achieve a target of 10,000 cells per sample, mixed with a master mix, and loaded into a Chromium GEM-X Single Cell 3’ Chip v4, along with Single Cell 3’ v4 Gel beads and Partitioning Oil. RNA transcripts from individual cells were uniquely barcoded and reverse-transcribed within droplets. The resulting cDNA molecules were pooled and subjected to end repair, A-tailing, and adapter ligation. The final cDNA libraries were purified and enriched via PCR. Library quality was assessed using qPCR (KAPA Biosystems) and the Agilent Technologies 4200 TapeStation. The sequencing was performed on the Illumina NovaSeq platform according to the manufacturer’s protocol.

Raw sequencing data were processed using Cell Ranger v8.0.1 (10x Genomics; https://support.10xgenomics.com). Briefly, BCL files generated from the NovaSeq platform were demultiplexed into FASTQ files using ‘cellranger mkfastq’. These files were then analyzed using ‘cellranger count’, which included alignment to the Sus scrofa reference genome (Sscrofa11.1), quantification of gene expression based on unique molecular identifiers and cell barcodes, cell clustering, and differential gene expression analysis. Data from multiple sequencing runs of the same library were aggregated using ‘cellranger aggr’.

The raw count matrices obtained from ‘cellranger aggr’ were imported into Seurat v4.3.0 for downstream analysis. Genes detected in fewer than 3 cells and cells expressing fewer than 200 genes were removed. To eliminate multiplets and low-quality cells, cells with more than 7,000 detected genes or mitochondrial gene content exceeding 10% were filtered out. After quality control, 26,655 genes across 103,310 cells were retained for further analysis. 

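The deposited matrices held 104820 cell barcodes and 30477 genes in all. When cells with fewer than 200 or more than 7000 detected genes, or with over 10% of UMIs from mitochondrial genes, were removed, 102940 cells remained, and 26769 genes were detected in at least 3 of them. No gene symbol in the files carries the prefix MT-, so mitochondrial content was taken from all 37 genes of the mitochondrial genome. Of the settings tried, a mitochondrial limit of 5% moved the number of cells most, to 98724 cells with 26731 genes. Without an upper limit on detected genes 103918 cells were kept, with 26841 genes, and with no gene counted as mitochondrial, as a search for the prefix would do, 103835. With a limit of 20% the number was 103619. Counting only the 13 protein-coding mitochondrial genes, a setting that was chosen after seeing the data, kept 103519 cells and 26775 genes.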

Gene expression values were normalized and scaled, followed by PCA for dimensionality reduction. Clustering was performed, and Uniform Manifold Approximation and Projection (UMAP) was used for visualization. Differentially expressed genes (DEGs) were identified using the Wilcoxon rank-sum test, with a minimum percentage threshold of 0.25 and a log fold change threshold of 0.25. Functional enrichment analysis of significant gene lists was performed using g: Profiler (https://biit.cs.ut.ee/gprofiler/).

### Statistical analysis

Statistical analyses were performed using the Prism software (version 8.0; GraphPad Software, San Diego, CA, USA). Results are expressed as mean ± standard error of the mean (SEM). Experiments were repeated at least three times unless a different number of repeats was specified in the legend. Statistical analyses were performed using an unpaired two-tailed Student’s *t*-test or ANOVA. *p* < 0.05 was considered statistically significant. The statistical methods, p-values, and sample numbers are indicated in the figure legends.

## Results

### Development of an optimal protocol to derive VM progenitors from pESCs

We adapted a floor-plate transition-based method [28] to derive VM progenitors from pESCs (Figs. 1 A and S1A). This differentiation protocol includes ventralization with SHH and caudalization using GSK3 inhibitor CH, and FGF8. As in humans, the absence of GSK3 inhibition during porcine VM patterning resulted in the upregulation of forebrain-related genes (*FOXG1* and *NKX2.1*) and high concentration of CH (3.0 µΜ) promoted expression of hindbrain markers (*HOXA2* and *GBX2*) (Fig. 1B). On the other hand, 1.5 µΜ CH supplementation caused progenitors toward midbrain fate based on high transcript levels of caudal VM marker genes (*EN1*, *SPRY1*, *CNPY1*, and *ETV5*) (Fig. 1B) and the presence of EN1-positive cells at day 16 (Figs. 1C and S1B). Studies in mice revealed that mDA lineage, identified by EN1 and CNPY1 expression, is abundant in the caudal midbrain [36–38]. Therefore, we selected 1.5 µM CH as the optimal concentration for establishing porcine VM progenitors.

**Fig. 1:**
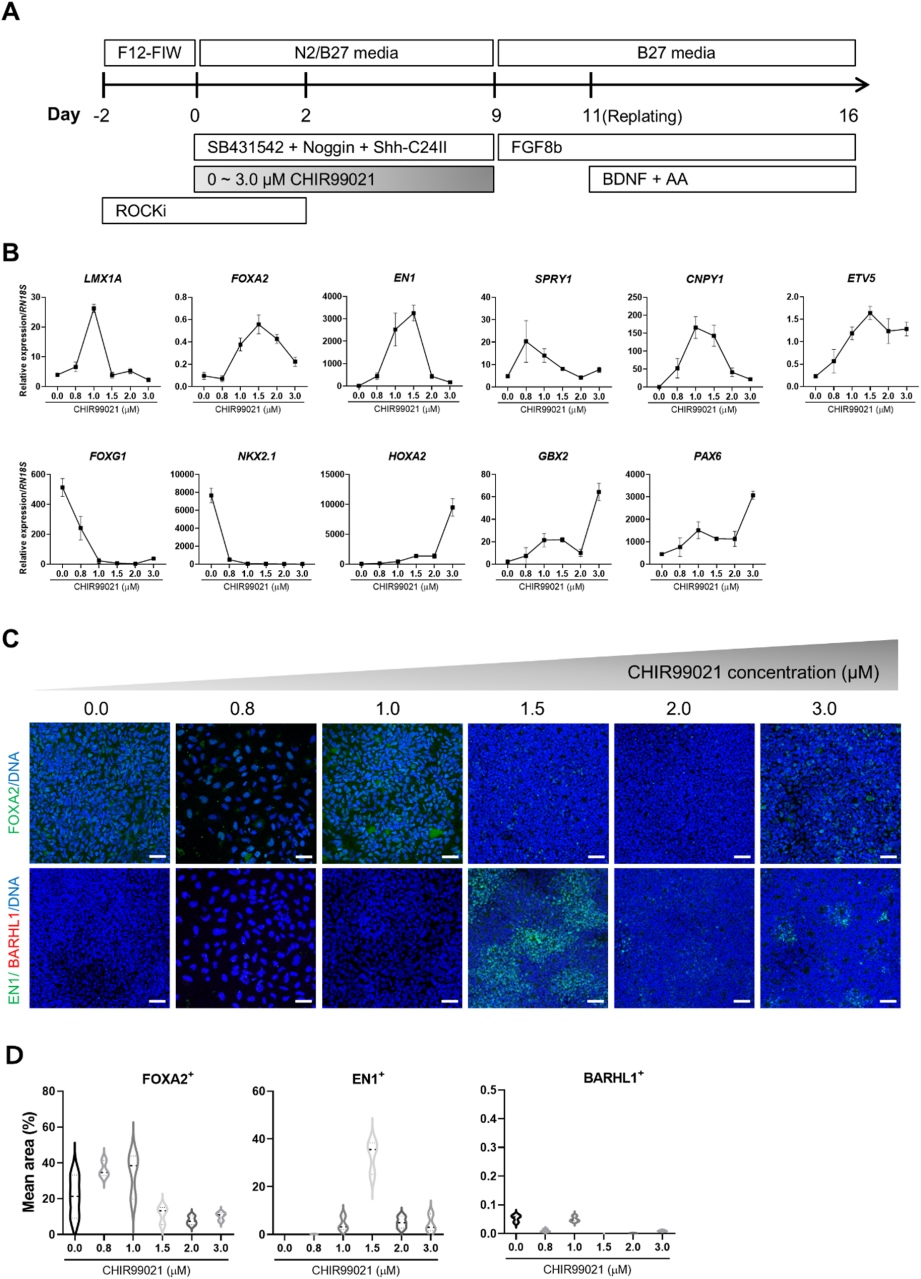
Ventral midbrain (VM) patterning of porcine embryonic stem cells according to the concentration of CHIR99021 in 2D condition. (A) Schematic overview of the differentiation protocol for VM patterning with growth factors, small molecules, and culture medium. (B) RT–qPCR analysis of differentiated cells according to CHIR99021 concentration at day 16 (*n* = 3 independent experiments). Results are given as fold change over undifferentiated pESCs. (C and D) Immunostaining and quantification of day 16 differentiated cells positive for FOXA2, BARHL1, and EN1. Scale bar, 20 μm

To address the low population of FOXA2^+^ cells (approximately 11.3%) observed in our results (Fig. 1D), we sought to improve the culture conditions for VM progenitors by replacing Matrigel with Laminin-111 (LN111). LN111 is a physiologically relevant extracellular matrix component found in the developing brain that supports the attachment of differentiating neural progenitors but not pluripotent stem cells [38]. We cultured pESCs on either Matrigel or full-length LN111 until day 26 for differentiation (Figure S2B). By day 11, the cell yield had increased approximately 400-fold compared to day 0 in both conditions, although a low cell population was observed in the LN111 condition on day 7 (Figure S2B). qRT-PCR analysis revealed that the LN111 condition did not enhance the expression of VM marker genes (*LMX1A*, *FOXA2*, and *OTX2*), nor did it reduce the expression of the lateral marker PAX6 (Figure S2C). On day 16, both conditions showed a high purity of OTX2^+^ cells, with very few FOXA2^+^ cells present (Figure S2C). We continued to maintain the differentiated cells until day 26, confirming the presence of mature DA markers TH, EN1, and MAP2, with no expression of the glial marker GFAP (Figure S2E). Thus, LN111, which is known to support human VM progenitors in vitro, demonstrated a similar effect on porcine VM patterning as Matrigel.

To enhance the expression efficiency of VM progenitor markers, we introduced a bi-phasic WNT activation protocol [39]. This method establishes midbrain/hindbrain identity by initially using a low concentration of CH, followed by a higher concentration to direct midbrain fate, avoiding the use of extrinsic FGF8. As a result, we observed robust and consistent induction of the midbrain marker EN1 by day 11, surpassing previous protocols [30]. We applied CH concentrations of 1.5, 7.5, and 3.0 µM without FGF8 for 11 days (‘CH boost’) and administered SHH at either 300 ng/ml (low) or 500 ng/ml (high) (Fig. 2A). qRT-PCR analysis indicated that the highest expression of *FOXA2* occurred in the ‘FGF8/high SHH’ condition (Fig. 2B). In contrast, both CH boost conditions led to the upregulation of the diencephalic marker *NKX2.2* and the hindbrain marker *HOXA2*. Immunofluorescence results showed that the high SHH condition decreased the number of PAX6^+^ cells (Figs. 2C and D), while FOXA2 expression improved only under the FGF8/high SHH condition. These findings suggest that treatment with FGF8 and high SHH enhances the derivation of porcine VM progenitor cells by downregulating PAX6 and upregulating FOXA2.

**Fig. 2:**
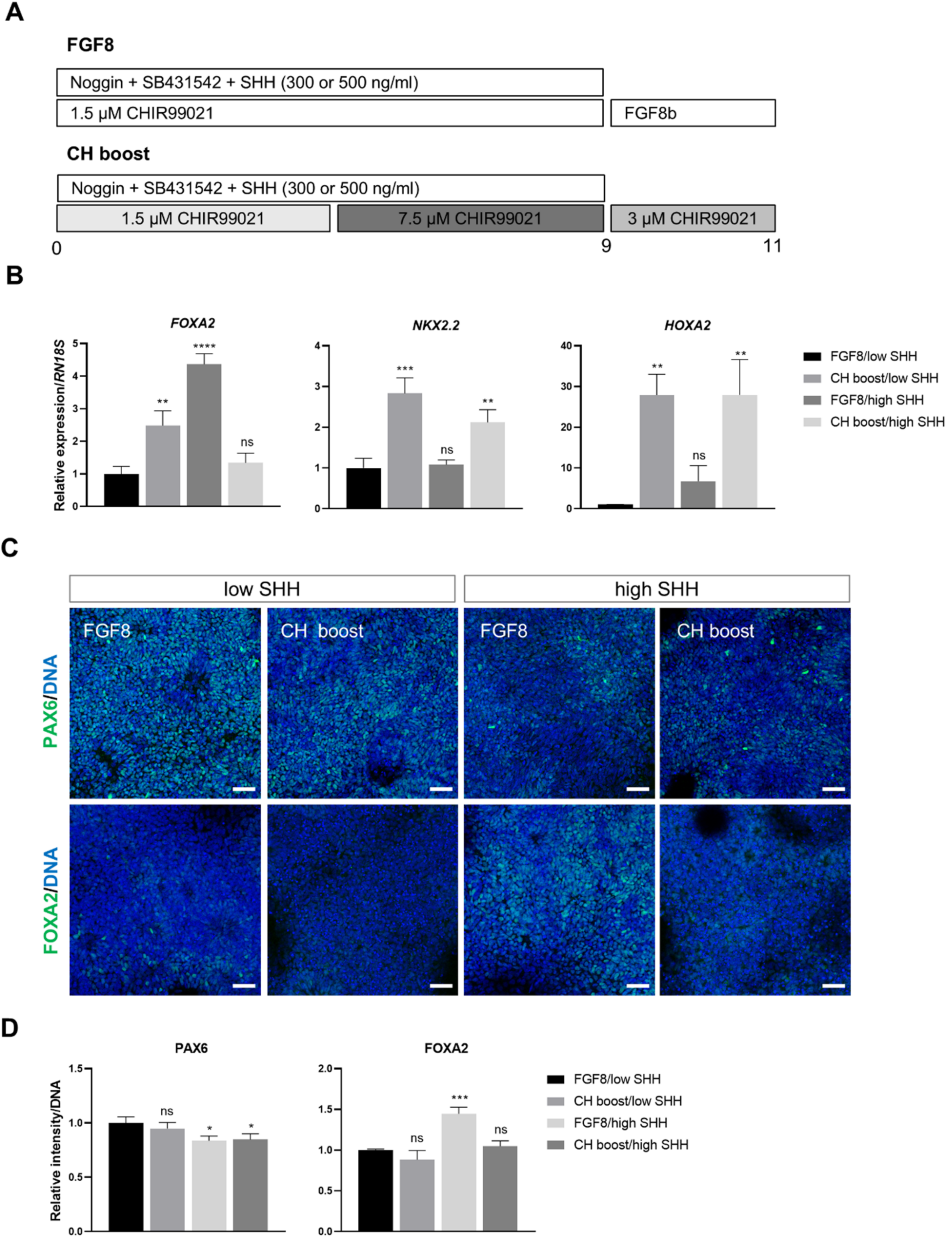
Effects of SHH concentration and CH boost on the VM patterning. (A) Schematic illustration of the FGF8 or CH boost culture conditions tested. (B) RT-qPCR analysis of differentiated cells at day 11. (C) Immunostaining of PAX6 and FOXA2 at day 11. Scale bar, 20 μm. (D) Relative intensity of PAX6^+^ cells and FOXA2^+^ cells. ns, not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001

### Terminal differentiation of porcine VM progenitors into mDA neurons

We investigated whether VM progenitors generated in vitro could differentiate into mDA neurons. Two lines of pESCs derived respectively from parthenogenetic activation (PA) and in vitro fertilization (IVF) were induced for terminal differentiation (Fig. 3A). By day 25 of differentiation, we observed neural dendrites in both cell lines (Figs. 3B and S3A). qRT-PCR analysis confirmed robust expression of mDA neuron-specific genes *LMX1A*, *FOXA2*, *EN1*, *SNCA*, *TH*, *KCNJ6*, and *CALB1* in differentiated PA and IVF cells on day 28 (Figs. 3C and S3B). Marker expression analysis at this timepoint confirmed the presence of mDA neuron markers TH, EN1, DAT, and Nurr1 in both PA and IVF cells (Figs. 3D). Notably, IVF cells exhibited a higher yield of TH-positive cells compared to PA cells (Fig. 3F). Additionally, synaptic proteins SYP and PSD95 were detected in both cell lines (Fig. 3D). By day 45 of differentiation, the A9 type mDA neuron marker GIRK2 was observed in both cell lines, while the A10 type marker CALB was absent (Fig. 3E). These results indicate that pESC-derived VM progenitors undergo in vitro maturation over an additional 12 days, exhibiting characteristics of A9 type mDA neurons.

**Fig. 3:**
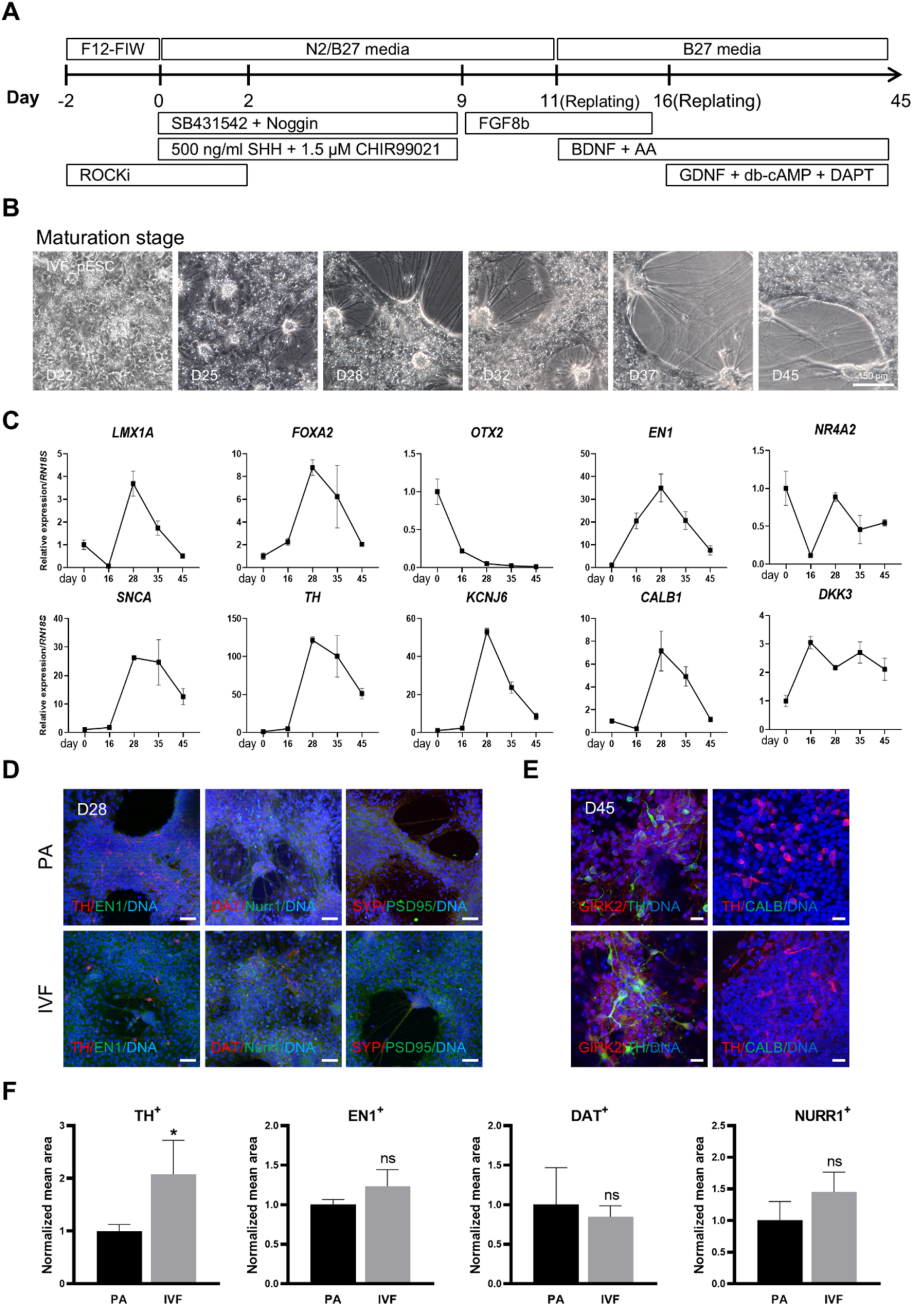
Terminal differentiation of porcine VM progenitors. (A) Schematic overview of the terminal differentiation protocol for midbrain dopaminergic (mDA) neurons with growth factors, small molecules, and culture medium. (B) Morphological change of IVF-pESC at different differentiation stages. (C) RT-qPCR analysis during terminal differentiation. (D) Immunostaining of TH/EN1, DAT/NURR1, and SYP/PSD95 at day 28 of differentiation. (E) Immunostaining of GIRK2/TH and TH/CALB at day 45 of differentiation. Scale bar, 20 μm. (F) Relative intensity of TH, EN1, DAT, and Nurr1 expression at day 28 of differentiation. ns, not significant; * *p* < 0.05

### Functionality of porcine mDA neurons

We conducted electrophysiological recordings on day 30 differentiated cells (PA and IVF) to examine their functional properties (Fig. 4A). We confirmed the presence of ion channels in the cell membrane by measuring current steps at various voltages (Fig. 4B). Both PA and IVF cells displayed rebound APs following brief depolarization, a hallmark of mDA neurons, with PA cells showing wider APs compared to IVF cells (Fig. 4C and Table S3). The AP detection frequency was 100% in IVF cells and 93.3% in PA cells (Fig. 4I), indicating that nearly all differentiated cells had matured into neurons. The average RMP in both cell types, which is indicative of mature neuron properties, was less than − 40 mV (Fig. 4D and Table S3). The Cm, which correlates with cell surface area, was lower than previously reported values greater than ​​50 pF for hPSC-derived mDA neurons [39] and was instead ​​comparable to mouse values [40] (IVF: 21.1 ± 2.2 pF; PA: 15.9 ± 1.6 pF) (Fig. 4E and Table S3). In contrast, the Rm was similar to that of human mDA neurons [39] (IVF: 2457 ± 663; PA: 3010 ± 1002). The Ra, which reflects the sum of electrode resistance and resistance at the electrode-cell junction, was within the normal range for both cell types (IVF: 24; PA: 25.9). Data on AP firing ratios indicated that PA cells tended to generate a single APs, while IVF cells exhibited a multiple AP (4–6 Hz) pattern, characteristic of dopamine neurons in both mouse [41, 42] and human [38, 39, 43]. Lastly, we confirmed the presence of synaptic connectivity by observing the frequency of sEPSC in patched IVF (*n* = 8/15) and PA (*n* = 7/15) cells (Figs. 4I, S4A and B, and Table S3). In summary, the differentiated cells at day 30 from IVF and PA-pESCs exhibited mature electrophysiological properties, including high AP detection rates, low RMPs, low Rm values, and synaptic connectivity. However, IVF cells more closely resembled the characteristics of mDA neurons compared to PA cells, as indicated by a higher AP firing ratio. Dopamine release assays revealed a significant increase in basal dopamine secretion in both PA- and IVF-derived mDA neurons at day 45 compared to day 28 (Figs. 4J and K). However, KCl-induced stimulation elicited a more pronounced dopamine release response at day 28, suggesting greater excitability at an earlier stage of differentiation. These findings indicate a maturation-dependent shift in dopamine release dynamics, highlighting functional differences across developmental time points.

**Fig. 4:**
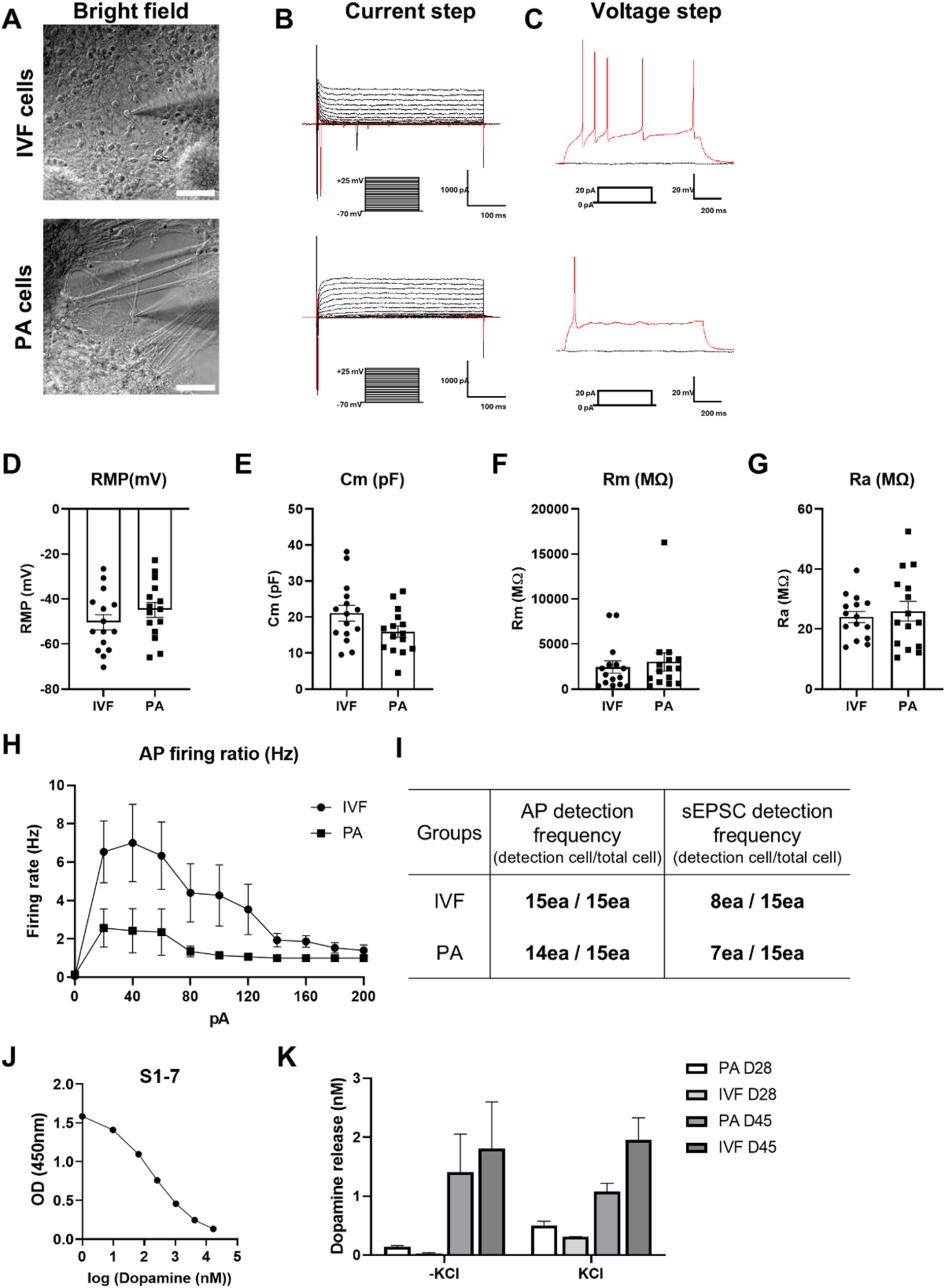
Functionality of the pESCs-derived mDA neurons. (A) Representative image of DA neurons from porcine IVF-ESCs or PA-ESCs that have undergone a patch clamp procedure. Scale bar, 65 μm. (B) Representative traces show the presence of voltage-dependent Na + and K + currents in DA neurons from porcine IVF-ESCs (upper) or PA-ESCs (bottom). (C) Representative trace of action potentials (AP) induced with depolarizing current injections in DA neurons from porcine IVF-ESCs (upper) or PA-ESCs (bottom). (D-G) Scatter plots with bars show analyses of the (D) Resting membrane potential (RMP), (E) Membrane capacitance (Cm), (F) Membrane resistance (Rm), and (G) Access resistance (Ra). (H) Comparison of responses (number of APs evoked by a 1 s stimulus) for the pESCs-derived DA neurons in different groups across a range of step current injections from 0 to 200 pA. I AP detection frequency and spontaneous excitatory post-synaptic currents (sEPSC) detection frequency of the porcine ESCs-derived DA neurons. (J) The standard curve for the dopamine release assay was created using standard samples of dopamine at specified concentrations. (K) On days 28 and 45, cultures of DA neurons derived from PA-ESCs or IVF-ESCs were stimulated with HBSS or KCl. Dopamine release was quantified using a competitive ELISA (*n* = 2)

### Transcriptional capture of differentiated cells

To investigate gene expression dynamics during the differentiation of mDA neurons, we conducted Bulk-RNA sequencing. Correlation analysis revealed strong clustering of samples by differentiation stage, regardless of their cell line origin (IVF or PA) (Fig. 5A). Notably, the correlation between samples from day 28 and day 45 was significantly higher than at other stages (Fig. 5B), suggesting potential transcriptomic similarities between these two time points. Gene Ontology (GO) analysis was performed to assess functional annotations at different time points. Both cell lines exhibited consistent patterns, with day 16 cells exhibiting upregulation of gene subsets related to neuronal processes, including neurogenesis, generation of neurons, and neuron development, compared to day 0 (Figs. 5C and S5). By day 28, there was an upregulation of gene subsets involved in synaptic functions, such as synaptic signaling, trans-synaptic signaling, and chemical synaptic transmission, relative to day 16. At day 45, gene expression shifted towards greater regulation of processes related to cellular response, including cellular response to chemical stimuli, cell motility, and cell migration, compared to day 28. The top 10 DEGs across various stages of differentiation highlighted specific genes associated with neural development on day 16, neurotransmitter signaling and synaptic formation on day 28, and cellular stress response and immune modulation on day 45 (Figs. 5D and E). When comparing the expression levels of gene sets associated with mDA neuron development, IVF cells exhibited higher expression regardless of differentiation time compared to PA cells (Fig. 5F). Notably, in differentiated cells at day 45, there was a significant expression of genes related to various cell types, including astrocytes, oligodendrocyte progenitors (OPCs), and vascular leptomeningeal cells (VLMCs), which are present in the adult midbrain [44]. These findings indicate a temporal progression in gene expression during mDA neuron differentiation, with early stages focused on neuronal development, mid-stages on synapse formation, and later stages on cellular responses, highlighting the dynamic nature of neuronal maturation and function over time.

**Fig. 5:**
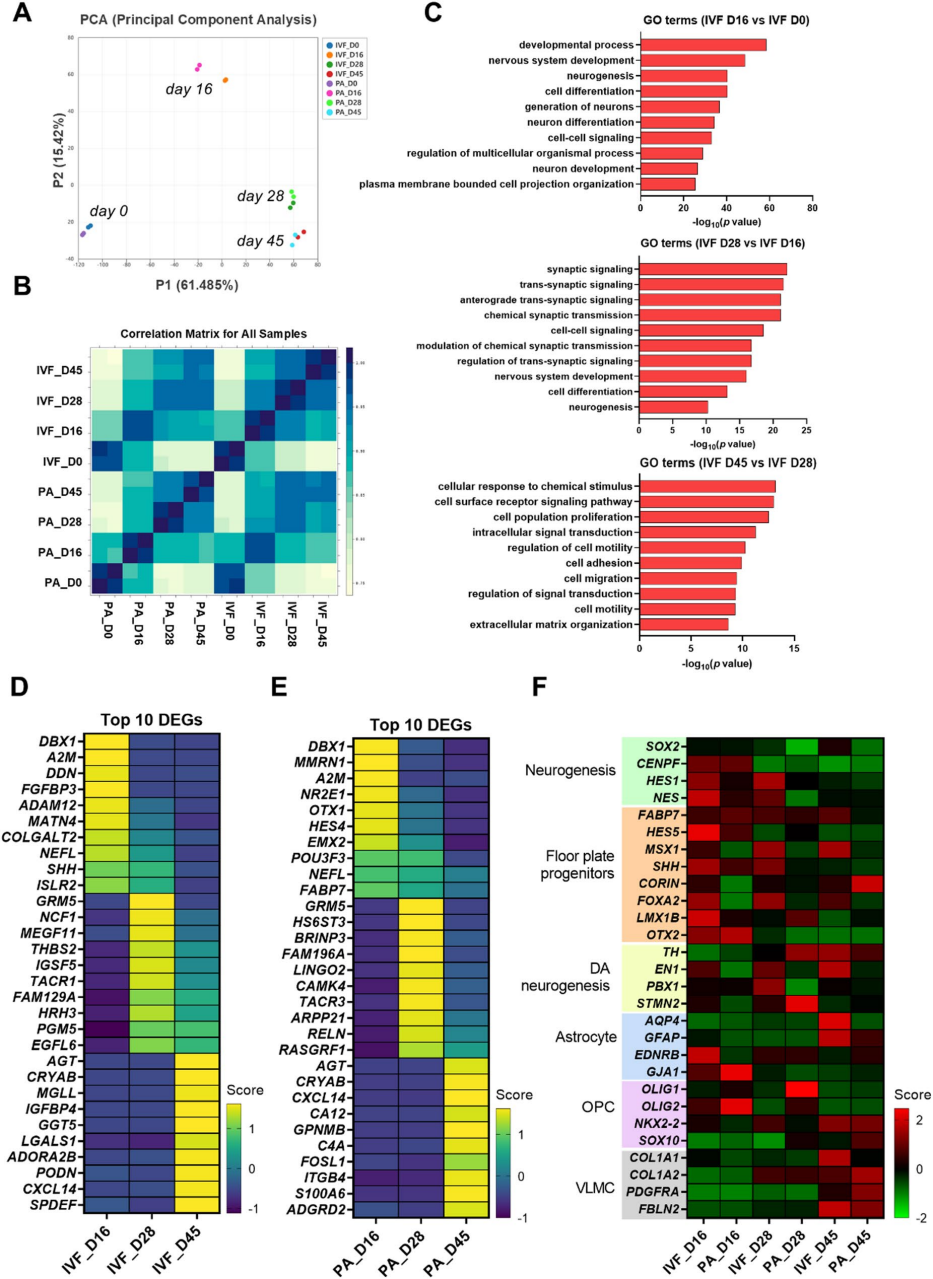
Transcriptome analysis of pESC-derived cells at different stages. (A) Principal Component Analysis (PCA) of the transcriptomic profiles of pESC-derived cells. (B) Sample distance plot for RNA expression among different time points of mDA differentiation. (C) Gene ontology (GO) enrichment analysis of differentially expressed genes (DEGs) in IVF cells between D0 and D16, D16 and D28, and D28 and D45 samples. (D and E) Top 10 DEGs across stages of differentiation in IVF (D) and PA (E) cells, respectively. (F) Heatmap of selected gene sets showing expression levels of established markers for neural progenitors, floor-plate progenitors, DA neurons, astrocytes, oligodendrocyte progenitors (OPCs), and vascular leptomeningeal cells (VLMC)

### Generation of porcine midbrain-like organoids

Given that IVF-derived pESCs exhibited superior dopaminergic marker expression and functional maturation compared to PA-derived cells under 2D conditions, only the IVF-derived line was utilized for organoid generation. The established protocol for inducing mDA neurons was adapted to a three-dimensional (3D) culture system to generate porcine midbrain-like organoids (pMLOs) (Fig. 6A). Exposure to SHH and intermediate concentrations of CH promoted the formation of neuroepithelium-like buds (marked by ZO-1, NESTIN, and MAP2) with floor plate characteristics (indicated by OTX2 and FOXA2) by day 5 of EB formation (Fig. 6B). By day 28, mature DA neurons expressing DAT, NURR1, and TH were identified, while by day 45, FOXA2 expression was lost, and NURR1 expression significantly increased (Fig. 6C). The functionalities of pMLOs were assessed through MEA analysis, which demonstrated stable attachment and an increase in spike amplitude over time (Figs. 6D and E). Quantitative analysis revealed a progressive rise in active electrodes (Fig. 6F), spike rates (Fig. 6G), burst percentage (Fig. 6I), and network bursts (Fig. 6J), indicating enhanced neuronal activity. Notably, dopamine release assays showed a significantly higher KCl-induced response in pMLOs (Fig. 6K) compared to monolayer conditions at the same differentiation stage (Fig. 4K), highlighting the enhanced functional maturation in a 3D environment.

**Fig. 6:**
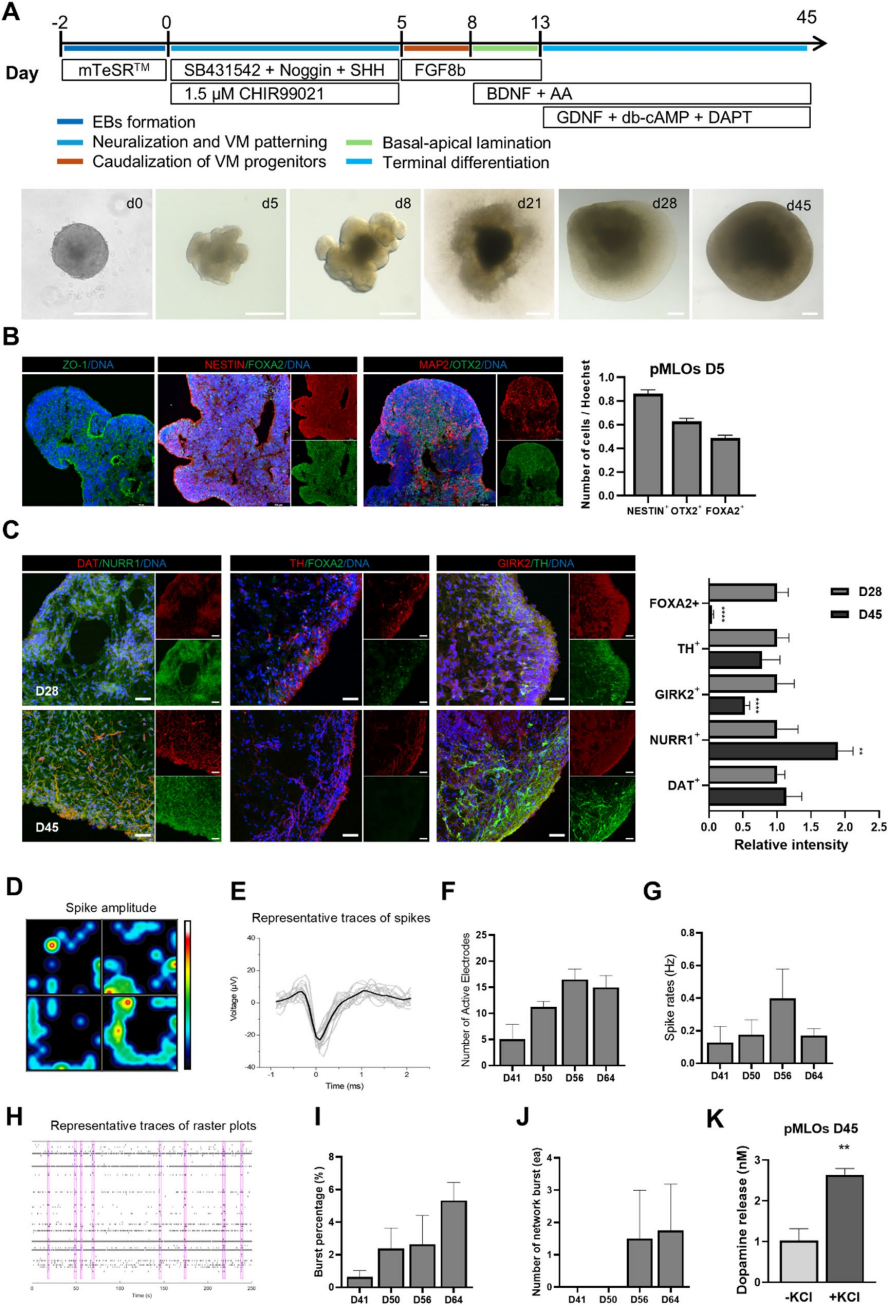
Generation and characterization of porcine midbrain-like organoids (pMLOs) from IVF-pESCs. (A) Schematic representation of the differentiation protocol used to generate pMLOs from IVF-pESCs. The timeline indicates the addition of signaling molecules at specific time points. Representative bright-field images show morphological changes from embryoid body (EB) formation (Day 0) to organoid maturation (Day 45). Scale bars, 500 μm. (B) Immunofluorescence analysis of pMLOs at Day 5. OTX2 and FOXA2 indicate midbrain identity, while ZO-1, NESTIN, and MAP2 mark structural organization. The bar graph quantifies the proportion of NESTIN+, OTX2+, and FOXA2 + cells. Scale bars, 20 μm. (C) Immunostaining of pMLOs at Days 28 and 45. DAT, NURR1, and TH are detected in both time points, while FOXA2 expression is observed at Day 28. The bar graph quantifies the relative intensity of marker expression between the two time points. Scale bars, 20 μm. (D-G) Multi-electrode array (MEA) recordings of pMLOs. (D) Heatmap representing spike amplitude distribution. (E) Representative traces of recorded spikes. (F-J) Quantification of neural activity over time, including (F) number of active electrodes, (G) spike rate, (I) burst percentage, and (J) number of network bursts. (K) Dopamine release assay of pMLOs at Day 45. The bar graph shows dopamine release levels under basal and KCl-stimulated conditions. *P* < 0.01, Student’s t-test

### Single-cell RNA sequencing reveals dynamic transcriptional transitions in pMLOs

Single-cell RNA sequencing was performed on pMLOs at days 11, 28, and 45 of differentiation to characterize temporal changes in cellular composition and transcriptional dynamics. 

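The organoids (pMLOs, porcine midbrain-like organoids grown from embryonic stem cells) were sampled on days 11, 28 and 45 (D11, D28 and D45), and 2 libraries were made on each day, labelled replicates A and B, which gave 6 libraries. In the 10x Genomics GEM-X 3' method, each cell is enclosed in a droplet in which a barcode marks the cell and a unique molecular identifier (UMI) marks each captured mRNA molecule, so that copies made by PCR are not counted as new molecules. The authors aligned the reads to Sscrofa11.1 with Cell Ranger and deposited, for each library, the UMI counts of every gene in every cell barcode, without normalization. The target was 10000 cells per library. The cells kept here held 158236282 UMIs in D11 replicate A and 180034791 in D11 replicate B, 106805311 and 125930747 in the D28 replicates, and 118380630 and 126899867 in the D45 replicates. The median cell had 10757 and 8845 UMIs on D11, 5505 and 8130 on D28, and 2300.5 and 4341 on D45, so a gene was more likely to be seen in a D11 cell than in a D45 cell at the same expression.

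The authors' cluster labels were not used here, and the cells were clustered again from the counts. Counts were scaled to 10000 per cell and logged, and 30 principal components of the most variable genes entered a Leiden clustering at resolution 0.8. Of the 2000 most variable genes, 11 whose expression is reported for the dopaminergic cluster were left out of the clustering, so that they did not form the clusters they are read from. Cells are not replicates, so the counts of each library and cell class were summed, and the sums were compared between days with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with an adjusted p of 0.05 as the threshold. Expression is given as CPM, the UMIs of a gene relative to all UMIs of the same cells, as mean ± SD of the 2 libraries of a day. With 2 libraries against 2, an exact permutation test cannot give a p under 0.333, so the tests rest on a spread estimated over all 6 libraries and over genes. Choices that could move these numbers include the clustering, the names given to clusters, the test, the libraries used, doublets and the depth per cell.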

After alignment to the *Sus scrofa* Sscrofa11.1 genome and downstream processing, 103,310 high-quality cells were obtained and visualized via UMAP, revealing time-dependent shifts in clustering patterns (Fig. 7A). 

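After the filters, 14707 and 21553 cells were kept in the D11 replicates A and B, 14291 and 13870 in the D28 replicates, and 20094 and 18425 in the D45 replicates. Clustering all of them together gave 38 clusters. In 26 of the 38, at least 90% of the cells came from a single day. These were 12 clusters of D11 with 34740 cells, 7 of D28 with 17446 cells and 7 of D45 with 11695 cells, and the other 12 clusters mixed the days. The number of clusters depended on the settings. It was 24 at resolution 0.4 and 50 at resolution 1.2, and the setting that moved it most was clustering each day separately, which gave 76 clusters over the 3 days. Removing each library's mean from the principal components, which was chosen after seeing the data, gave 42 clusters.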

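Clusters were named from markers fixed before the data were examined. A marker was counted when it was detected in at least 10% of a cluster's cells at 1.5 times the CPM of all other cells or more, and at least 3 markers were needed. These limits were set after the data were seen. Of the 38 clusters 30 were named, in 10 classes. Neuron-like cells, with markers such as STMN2, DCX, ELAVL3, MAPT and SNAP25, made up 8 clusters with 21951 cells, and the leading genes of a cluster of 4457 among them included HSPH1 and HSP70.2, which respond to stress. Floor plate-like cells, with markers such as CORIN, NTN1, SPON1, FOXA1 and SHH, formed 4 clusters with 19705 cells. The largest of these was led by C1QA and another by the interferon-response genes ISG15, IFI6 and MX1. Mitotic-like cells (TOP2A, CENPF, UBE2C, BIRC5) formed 4 clusters with 11390 cells, and 6027 of these lay in a cluster with a median of 623 UMIs per cell. Neural progenitor-like cells (HES5, MSI1, SOX9, FABP7) formed 3 clusters with 3455 cells, and astrocyte-like cells (AQP4, GFAP, SLC1A3, GJA1) 3 clusters with 5305 cells. Oligodendrocyte lineage-like cells (OLIG1, OLIG2, SOX10, MBP) numbered 3724, fibroblast-like cells (COL1A1, COL3A1, LUM, DCN) 4101 and ciliated-like cells (FOXJ1, RSPH1, TEKT1) 825. A GABAergic neuron-like cluster (GAD1, GAD2, SLC32A1) held 5597 cells, and a dopaminergic neuron-like cluster (DDC, SLC18A2, SLC6A3, DRD2, RET) held 1419. The other 8 clusters, with 25468 cells, stayed unnamed because they had too few markers, markers of different classes in equal number, or few UMIs per cell with no marker of the class among their 10 leading genes. A score from simulated doublets called between 770 and 1858 cells per library, and these cells were kept here and removed in an alternative. In a floor plate-like cluster of 735 cells and a mitotic-like cluster of 377 cells, 57.3% and 57% of the cells were called as doublets.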

Integration across all time points identified discrete cell clusters (Fig. 7B), which were annotated based on canonical marker expression (Fig. 7C). Cell type proportions varied by stage, with progenitor-like populations enriched at D11 and neuronal and glial cell types, including oligodendrocytes and GABAergic neurons, increasingly represented at later stages (Fig. 7D). 

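Shares are given as the percentage of all kept cells of a library, as mean ± SD of the 2 libraries of each day. Floor plate-like cells made up 40.5% ± 0.037 on D11, 17.6% ± 6.47 on D28 and 0.231% ± 0.0042 on D45. Mitotic-like cells fell from 27.7% ± 9.12 on D11 to 1.76% ± 0.7705 on D28 and 1.11% ± 0.141 on D45. The neural progenitor-like share was 5.09% ± 1.30, 3.12% ± 4.17 and 2.11% ± 0.430. Its change from D11 to D45 did not pass the threshold (adjusted p = 0.443, edgeR's quasi-likelihood test on cells per library with Benjamini-Hochberg adjustment over 10 classes). This share depended on the clustering. With 15 principal components it was 16.5% ± 6.87 on D11, 2.64% ± 3.48 on D28 and 0.0258% ± 0.0058 on D45. Oligodendrocyte lineage-like cells were 0 of 14707 and 0 of 21553 cells on D11, which allows shares of up to 0.0204% and 0.0139%. They reached 1.17% ± 1.63 on D28 and 8.82% ± 0.102 on D45. The GABAergic neuron-like share was 0.0778% ± 0.0247 on D11 and 10.2% ± 0.372 on D45, while on D28 it was 0.420% in replicate A and 11.6% in replicate B. The D28 mean depended on the clustering. It was 5.99% ± 7.88 here, 1.14% ± 1.50 with each day clustered separately and 8.06% ± 10.6 with 15 principal components. Astrocyte-like cells rose from 0.0068% ± 0.0096 to 1.91% ± 1.36 and 12.5% ± 4.18. Other neuron-like cells were 10.7% ± 1.27 on D11, 29.1% ± 1.30 on D28 and 25.7% ± 4.85 on D45, a rise that did not pass the threshold (adjusted p = 0.0727 for D28 and 0.0824 for D45 against D11, same edgeR test and Benjamini-Hochberg adjustment). Fibroblast-like cells were 0.0612% ± 0.0578, 7.2% ± 6.85 and 5.37% ± 3.49. Unnamed clusters held 15.9% ± 6.54 of the cells on D11, 28.5% ± 12.6 on D28 and 30.9% ± 3.29 on D45, so the named shares of the later days are lower than they would be if all cells were named.

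Between D11 and D45, 8 of the 10 classes changed. The floor plate-like and mitotic-like shares fell (adjusted p = 0.00238 and 0.00631), and the oligodendrocyte lineage-like, GABAergic neuron-like, astrocyte-like, fibroblast-like, ciliated-like and dopaminergic neuron-like shares rose (adjusted p from 0.00631 to 0.0244, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The dopaminergic neuron-like rise depended on the clustering and on D28. With each day clustered separately that share was 3.47% ± 1.07 on D11 and 1.89% ± 1.79 on D45, and without D28 replicate A or B the rise missed the threshold (adjusted p = 0.0660 and 0.0659, same edgeR test and Benjamini-Hochberg adjustment). From D11 to D28, 5 classes changed, and from D28 to D45, 2 did. With each library left out in turn, between 4 and 9 classes changed from D11 to D45, 3 to 8 from D11 to D28 and 0 to 4 from D28 to D45.

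**Figure D1:**
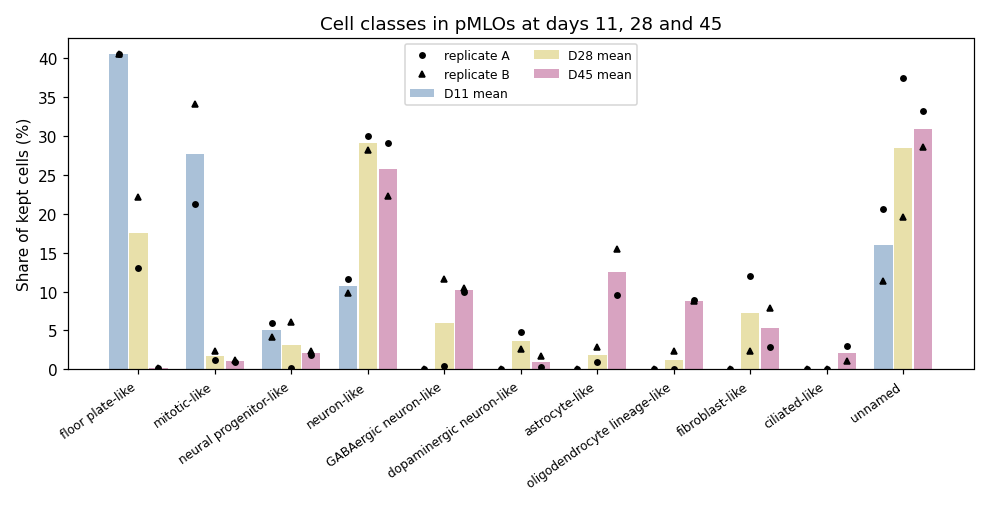
Share of kept cells (y axis, percent) in each cell class (x axis) at D11, D28 and D45, with bars for the mean of the 2 libraries of a day and points for replicates A and B. The floor plate-like bar stands at 40.5% on D11 and 0.231% on D45, and the 2 D28 libraries lie far apart for GABAergic neuron-like cells (0.420% and 11.6%).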

A dopaminergic neuron cluster emerged as early as D11, characterized by expression of markers including *LMX1A*, *RSPO2*, *APOA1*, *PLXDC2*, *SLITRK2*, and *SEMA3A* (Figs. 7E and S6A), which have been implicated in lineage specification, axon guidance, synaptic organization, and neuroprotection in dopaminergic neurons [45–49]. 

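Of the 38 clusters, the cluster with the highest geometric mean of the CPM of LMX1A and RSPO2, which were used to choose it and were left out of the clustering, held 2927 cells. Of these 1260 and 1662 came from the D11 replicates A and B, 4 and 1 from the D28 replicates, and 0 from D45. Its share of kept cells was 8.14% ± 0.605 (SD, n = 2 libraries) on D11 and 0.0176% ± 0.0147 on D28. Of the alternatives set before the data were examined, clustering each day separately moved the later shares most. The cluster of each day with the highest geometric mean then held 7.53% ± 0.497 of the cells on D11, 1.68% ± 0.512 on D28 and 1.59% ± 1.40 on D45 (2706, 475 and 595 cells), though on D28 and D45 another cluster had more LMX1A. By its markers (CORIN, SHH, FOXA1, FERD3L) the cluster of 2927 cells fell in the floor plate-like class.

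LMX1A (ENSSSCG00000006329, chromosome 4 from 85403287 to 85570738 in the RefSeq annotation of Sscrofa11.1) was at 550 CPM in this cluster and 54.85 CPM in all other cells, and RSPO2 (ENSSSCG00000006034, chromosome 4 from 29415774 to 29577890) at 574 and 32.2 CPM. PLXDC2 (ENSSSCG00000032444, chromosome 10 from 54260300 to 54677233) was higher there than in any other of the 38 clusters, at 2370 CPM against 267.5 in other cells. SLITRK2 (ENSSSCG00000012724, chromosome X from 118826531 to 118837134) also ranked 1, at 314 CPM against 27.9. APOA1 (ENSSSCG00000030921, chromosome 9 from 44216481 to 44218360) ranked 2, at 505 CPM against 49.8, below an unnamed cluster of 684 cells at 1055 CPM. SEMA3A (ENSSSCG00000015398, chromosome 9 from 95934937 to 96387950) ranked 11, at 29.3 CPM against 28.4. SEMA3E (ENSSSCG00000015399, chromosome 9 from 96682178 to 96941074), which the panels of Figs. 7E and S6A show, though the caption of Fig. 7E lists SEMA3A, ranked 1, at 458 CPM against 38.65.

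Against the neuron-like cells of the same libraries the cluster could be tested on D11 only, with 4 sums and a spread that rests on all genes, and 11295 of 16103 genes differed, or 6942 with the clusters of each day, which use all 6 libraries. PLXDC2 was higher in the cluster by a log2 fold change of 4.98 (standard error 0.0851), APOA1 by 5.08 (0.0829), SLITRK2 by 3.56 (0.0739) and SEMA3E by 5.51 (0.0863), all past the threshold. SEMA3A was higher by 0.21 (standard error 0.0874, adjusted p = 0.0214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 12 alternatives, this call was kept under 1 and lost under 9, and the difference was reversed under 2, at -0.88 with the clusters of each day and -1.18 with the best joint cluster on each day, which was chosen after seeing the data. With the clusters of each day SEMA3E was higher by 2.39 without passing the threshold (adjusted p = 0.0994, same edgeR test with Benjamini-Hochberg adjustment), while PLXDC2, APOA1 and SLITRK2 stayed past it.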

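The expression of PLXDC2, CLU and PDE3A was followed in the clusters with the highest geometric mean of LMX1A and RSPO2. The comparison between days could not be made in the cluster chosen over all cells, which held almost only cells of D11. A cluster was therefore chosen on each day from a clustering of that day's cells. Whether the clusters of the different days hold the same cell type stays open, and no alternative tested it. Changes between days in these clusters can therefore also come from which cells were chosen. PLXDC2 was at 2417 CPM ± 317 (SD, n = 2 libraries) on D11, 794 ± 465 on D28 and 658 ± 120 on D45. It was higher on D11 than on D28 (log2 fold change of D28 against D11 -1.87, standard error 0.371, adjusted p = 0.00746) and than on D45 (-2.14, standard error 0.374, adjusted p = 0.00290, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13594 genes), and it kept these directions and calls under all 13 alternatives.

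CLU (ENSSSCG00000009668, chromosome 14 from 11336585 to 11352569) was at 342 CPM ± 41.4 on D11, 2350 ± 1022 on D28 and 3869 ± 125 on D45. Its rise from D11 passed the threshold on both later days (log2 fold changes 2.58 and 3.24, adjusted p = 0.00168 and 4.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between D28 and D45 it did not differ (0.66, standard error 0.354, adjusted p = 0.207 from the same edgeR test with Benjamini-Hochberg adjustment), and the order of the 2 days depended on the cluster. When the best of the 38 joint clusters was taken on each day, which was chosen after seeing the data, CLU was at 330 ± 34.2, 3346 ± 1751 and 2577 ± 319 CPM, highest on D28. Without D28 replicate A, D45 was higher than D28 by 1.37, past the threshold.

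PDE3A (ENSSSCG00000028662, chromosome 5 from 52413503 to 52737771) rose from 20.3 CPM ± 0.09 on D11 to 379 ± 66.6 on D28 and 2824 ± 205 on D45. Each step passed the threshold (log2 fold change 3.98, standard error 0.259, adjusted p = 4.1e-05 for D28 against D11, and 2.87, standard error 0.245, adjusted p = 7.9e-04 for D45 against D28, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also under all 13 alternatives. Among neuron-like cells of the same organoids PDE3A was at 4.61 ± 0.565, 28.2 ± 0.79 and 197 ± 15.6 CPM. Of the 38 joint clusters, PDE3A was highest in an unnamed cluster (2951 CPM), followed by a fibroblast-like cluster (1929 CPM). CLU was highest in a floor plate-like cluster (7059 CPM), followed by an astrocyte-like cluster (6954 CPM). The joint LMX1A/RSPO2 cluster, with almost only D11 cells, ranked 27 for both genes.

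**Figure D2:**
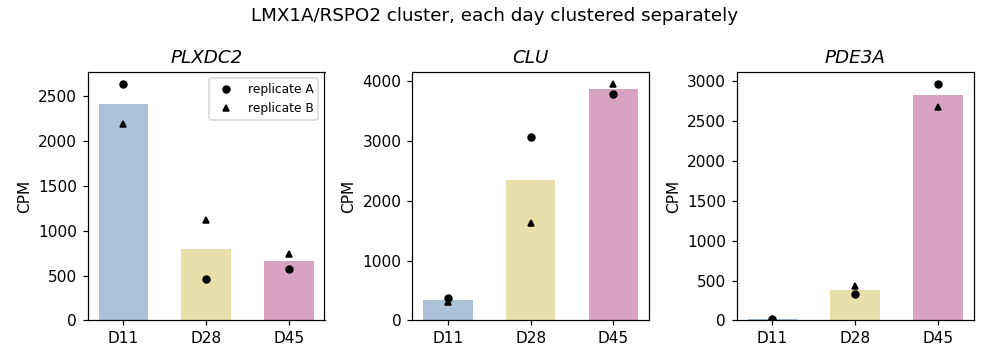
CPM (y axis) of PLXDC2, CLU and PDE3A in the LMX1A/RSPO2 cluster of each day (x axis), with bars for the mean of the 2 libraries of a day and points for replicates A and B. PLXDC2 is highest on D11 (2417 CPM), PDE3A on D45 (2824 CPM), and CLU stands at 2350 CPM on D28 and 3869 CPM on D45.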

Cluster-specific expression analysis revealed that *PLXDC2*, *CLU*, and *PDE3A* were most highly expressed in dopaminergic neurons (cluster 8) at D11, D28, and D45, respectively, suggesting temporal regulation of genes associated with axon targeting, synaptic stabilization, and intracellular signaling. Although the proportion of dopaminergic neurons was modest, these cells exhibited strong expression of canonical dopaminergic markers such as *TH*, *NR4A2*, *KCNC2*, and *SCN2A*, while forebrain (*FOXG1*) and hindbrain (*HOXA2*) markers were largely absent (Figs. 7F and S6B), supporting the midbrain identity of these neurons and the regional specificity of the differentiation protocol. Together, these findings highlight the emergence, molecular identity, and progressive maturation of dopaminergic neurons within pMLOs.

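TH, which encodes tyrosine hydroxylase, the enzyme that limits dopamine synthesis, is listed as ENSSSCG00000039767, chromosome 2 from 1499628 to 1506180. In the LMX1A/RSPO2 cluster of each day it was at 0.704 CPM ± 0.264 (SD, n = 2 libraries) on D11, 5.32 ± 4.19 on D28 and 10.8 ± 0.426 on D45, from 22, 28 and 81 UMIs. Among the 38 joint clusters the LMX1A/RSPO2 cluster ranked 35 for TH, 31 for KCNC2, 34 for SCN2A and 5 for NR4A2. TH and NR4A2 were highest in the dopaminergic neuron-like cluster, at 526 and 216 CPM. That cluster had no cells on D11 (with each day clustered separately, dopaminergic neuron-like cells were found on D11 too, at 3.47% ± 1.07) and made up 3.70% ± 1.50 of the cells on D28 and 0.9985% ± 0.983 on D45. On those days TH stood there at 567 CPM ± 126 and 327 ± 178, and NR4A2 at 216 ± 30.2 and 239 ± 28.2.

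NR4A2 (ENSSSCG00000015871, chromosome 15 from 63487051 to 63506249) was at 88.7 CPM ± 5.26, 73.2 ± 17.5 and 68.1 ± 14.0 in the LMX1A/RSPO2 cluster of each day. KCNC2 (ENSSSCG00000000516, chromosome 5 from 38326408 to 38535826) was at 2.14 ± 0.003, 9.60 ± 4.79 and 14.4 ± 2.18, and SCN2A (ENSSSCG00000015905) at 1.65 ± 0.487, 3.03 ± 0.109 and 3.59 ± 0.436. From D11 to D45 the rises of TH and KCNC2 passed the threshold (log2 fold changes 3.61 and 2.51, adjusted p = 0.00123 and 7.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The changes of SCN2A (0.83, adjusted p = 0.169) and NR4A2 (-0.67, adjusted p = 0.0718, same edgeR test with Benjamini-Hochberg adjustment) did not, and NR4A2 was called lower without D28 replicate A (-0.64), without D28 replicate B (-0.69) and with no filter on low counts (-0.74).

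Set against the neuron-like cells of the same D11 libraries, TH was lower in the cluster, at a log2 fold change of -6.95 (standard error 0.139), as were SCN2A at -4.79 (0.140), KCNC2 at -2.32 (0.200) and the neuron marker STMN2 at -7.49 (0.104), while NR4A2 was higher by 1.31 (0.0701). All of these passed edgeR's threshold and kept their direction and call under all 12 alternatives. Of the 23 genes named in the text or shown, 22 could be tested against neuron-like cells and 22 differed, also when adjusted over the list alone.

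HOXA2 (ENSSSCG00000016706, chromosome 18 from 45470079 to 45473345) had 7, 0 and 5 UMIs in the LMX1A/RSPO2 cluster on D11, D28 and D45, or 0.23 CPM ± 0.011 on D11 and 0.432 ± 0.611 on D45. In whole organoids HOXA2 was at 0.884 ± 0.053, 0.557 ± 0.192 and 0.283 ± 0.113 CPM. On D11 HOXA2 was lower in the cluster than in neuron-like cells (log2 fold change -2.43, standard error 0.52), a call that DESeq2 did not make.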

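Over whole organoids, 5060 of 22192 genes differed between D11 and D28 (2740 higher and 2320 lower on D28), 2009 between D28 and D45 (963 higher and 1046 lower on D45) and 7626 between D11 and D45 (3804 higher and 3822 lower on D45), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the summed counts of 2 libraries per day. The count for D28 against D45 moved most, from 0 without D45 replicate A (3657 genes at an unadjusted p under 0.05) to 10191 without D28 replicate B, and over all libraries DESeq2 called 4336. Such a count includes changes in which cells were present. AQP4 rose from 0.025 CPM ± 0.019 on D11 to 76.1 ± 16.0 on D45 and MAG from 0.032 ± 0.001 to 77.6 ± 16.4, whereas LIN28A fell from 4.44 ± 0.266 to 0.024 ± 0.001 and C1QA from 65.3 ± 16.9 to 0.064 ± 0.055. FOXA2 fell from 95.6 ± 7.87 on D11 to 29.4 ± 7.02 on D28 and 4.74 ± 0.256 on D45. TH was at 12.8 ± 1.72, 43.8 ± 16.0 and 28.7 ± 16.5 CPM, without a difference that passed the threshold (adjusted p = 0.0593 for D28 and 0.247 for D45 against D11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2, and edgeR without D45 replicate A (1.54) or without D45 replicate B (1.54), called the rise from D11 to D28, which was 1.55 on the log2 scale over all libraries.

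Within the LMX1A/RSPO2 cluster of each day, 3332 of 13594 genes differed between D11 and D28, 3095 between D28 and D45 and 4528 between D11 and D45. Of the 23 genes named or shown, 15 changed from D11 to D45, and 17 when adjusted over the list alone. The change from D11 to D45 differed between this cluster and the neuron-like cells in 5586 of 18679 genes (test of the interaction), among them TH (log2 difference 4.10, adjusted p = 0.00284) and PLXDC2 (-2.22, adjusted p = 5.1e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

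From the cluster marked by LMX1A and RSPO2 on D11, the genes that were highest in it on each day, its dopaminergic markers and the near absence of HOXA2, the paper reasons that midbrain dopaminergic neurons emerge in pMLOs by D11, and it concludes that they mature progressively over the 45 days.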

**Fig. 7:**
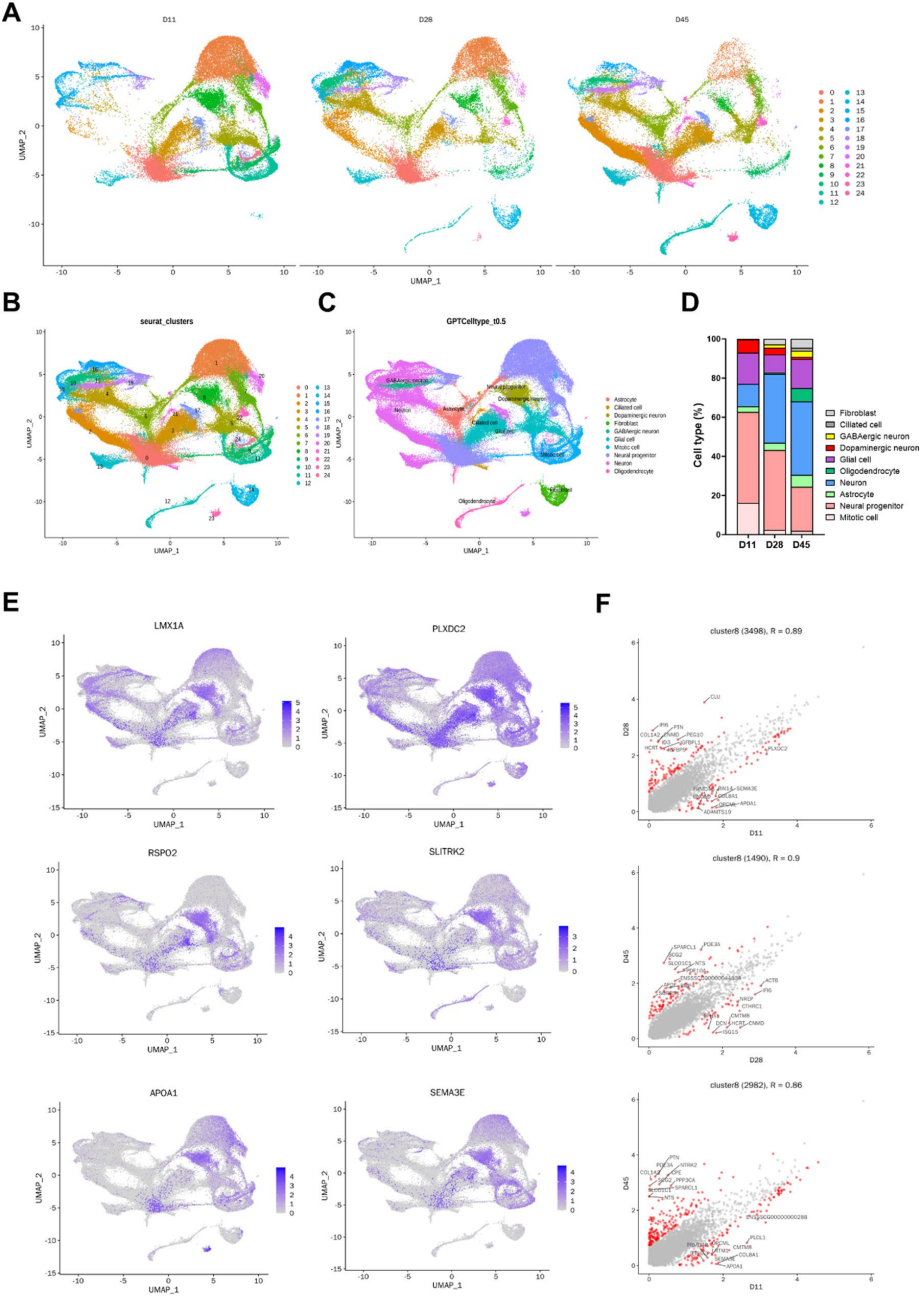
Single-cell transcriptomic profiling of pMLOs across differentiation stages. (A) UMAP plots of single-cell RNA-seq data from pMLOs at days 11, 28, and 45, generated from biological duplicates, showing distinct clustering patterns across differentiation stages. (B) UMAP visualization of integrated datasets from all-time points, revealing discrete cell clusters. (C) Cell type annotation based on canonical marker gene expression, identifying major neural and glial populations. (D) Proportional distribution of each cell type across differentiation stages. (E) Feature plots showing the expression of dopaminergic neuron–associated genes (*LMX1A*, *PLXDC2*, *RSPO2*, *SLITRK2*, *APOA1*, *SEMA3A*) across all time points on the UMAP embedding. (F) Scatter plots showing differentially expressed genes in cluster 8 (dopaminergic neurons) between D11 vs. D28, D28 vs. D45, and D11 vs. D45

## Discussion

The present study attempted for the first time to induce caudal VM patterning in porcine stem cells using GSK3i, SHH, and FGF8, and then mature them into mDA neurons in vitro. Concentrations of CH, a GSK3i, play a crucial role in determining the developmental fate of the forebrain, midbrain, and hindbrain during neural induction [29]. In humans, the absence of GSK3i leads cells to adopt a forebrain fate [50], while concentrations of 0.6–1.0 µM direct them towards a midbrain fate, and concentrations of 1.5–4.0 µM promote a hindbrain fate [51]. By examining the expression of the caudal VM markers (Fig. 1), the optimal concentration of GSK3i required to induce porcine midbrain fate was determined to be 1.5 µM, which is higher than the concentration used in humans. The reason for differences in required concentration of GSK3i might be species-specific differences in WNT signaling pathways and developmental stage differences.

During development, the floor plate is located along the ventral midline of the vertebrate neural tube and serves as the origin of mDA neurons [52, 53]. In the midbrain, SHH and FOXA2 collaborate to define the identity of VM progenitors [54]. In this study, it was shown that inducing porcine VM progenitors with 300 ng/ml SHH, a concentration used in human stem cells [29, 38], resulted in a lack of expression of the floor plate marker FOXA2 (Fig. 2). An increase in FOXA2 expression and a decrease in the level of PAX6 were observed when the 500 ng/ml SHH was supplemented to the induction media. These findings suggest that porcine cells may be less sensitive to SHH signaling in establishing the VM region, or that a more complex regulatory mechanism requiring higher SHH signaling is involved.

In this study, PA and IVF embryo-derived pESCs were used to induce differentiation into mDA neurons. By day 28 of differentiation, both cell lines exhibited the expression of relevant markers and electrophysiological activities, including AP and synaptic connections (Figs. 3 and 4). These results indicate that the maturation period of mDA neurons in porcine is shorter than the 45 + days observed in humans [38, 39, 43]. This difference is linked to the varying durations of brain development between the two species (20 years and 6 months in humans and pigs, respectively) [55]. Notably, the IVF-derived cells demonstrated a higher yield of TH-positive cells (Fig. 3F), and a greater AP firing ratio (Fig. 4H) compared to the PA cells. This suggests that IVF-derived pESCs are more effective at generating functional mDA neurons than their PA-derived counterparts. This advantage arises from inherent differences in epigenetic or genetic stability, which could enhance their responsiveness to differentiation signals. Supporting this, a recent study using single-cell RNA sequencing of porcine embryos reported distinct transcriptomic and epigenetic profiles between IVF and PA embryos, including differential dynamics in zygotic genome activation, maternal RNA decay, and the expression of chromatin-modifying enzymes such as DNMT1, DNMT3A/B, and UHRF1/2 [56]. These molecular differences may underlie the improved lineage commitment observed in IVF-derived pESCs. Further analysis of these factors may elucidate the mechanisms by which embryonic origin affects stem cell differentiation, potentially improving protocols for generating clinically relevant mDA neurons.

The results of the bulk RNA sequencing provide porcine-specific dynamic changes in gene expression that occur during the differentiation of mDA neurons in both IVF and PA cells (Fig. 5). The stepwise gene expression profiles identified in the porcine model reveal key regulatory factors involved in the functional maturation of mDA neurons. Notably, the relatively high expression of VLMC-related genes in 45-day differentiated cells (Fig. 5F) suggests the emergence of supportive stromal cell types, reflecting a maturing midbrain-like niche conducive to functional integration [57, 58]. This insight provides an opportunity to investigate the relationship between these factors and specific pathological changes by utilizing porcine cells at various stages of differentiation in neurological disease modeling. Furthermore, the differences in gene expression between IVF and PA cells offer valuable insights for assessing the impact of genetic and epigenetic factors on the efficiency of neuronal differentiation. This understanding can lead to the development of optimized differentiation protocols, enhancing their clinical applicability.

The adaptation of differentiation media for inducing mDA neurons in a 3D environment has successfully produced midbrain organoids. During neural induction, an expanded neuroepithelium structure formed within the organoids by day 5 (Fig. 6B). These characteristics are different from the multiple and independent neuroepithelium units that appear during development of human VM organoids [59–61]. In contrast, these expanded structures have been shown to form in human cortical organoids through a gradient of TGF-β signaling [62]. Therefore, the expanded epithelium structures within porcine midbrain organoids are likely induced by a gradient of TGF-β1 contained in the mTeSR medium during the medium switch process. These structures enhance the homogeneity of the organoids and reflect a single neural tube, resembling in vivo conditions. However, despite this morphogenetic advantage, pMLOs appeared to exhibit less distinct layered organization and a lower proportion of cells expressing mature dopaminergic neuron markers compared to human VM organoids, suggesting potential limitations in achieving full neuronal subtype specification. In addition to the morphogenetic features observed during early induction, further characterization of pMLOs revealed progressive molecular and functional maturation of dopaminergic neurons over time. The sequential expression of key markers including NESTIN, OTX2, and FOXA2 at early stages, and TH, DAT, and NURR1 at later stages (Fig. 6B and C) suggest that the temporal patterning of differentiation in pMLOs closely mimics midbrain DA neuron development in vivo. Notably, FOXA2 expression diminished by day 45, coinciding with elevated NURR1 levels (Fig. 6C), indicating a shift from progenitor to mature neuronal identity. 

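In the neuron-like cells of the organoids as a whole, which include the GABAergic and dopaminergic neuron-like clusters (3831 cells on D11, 10907 on D28 and 14229 on D45), TH was at 96.8 CPM ± 10.2 (SD, n = 2 libraries) on D11, 119 ± 46.8 on D28 and 70.7 ± 51.2 on D45. NR4A2 was at 37.5 ± 2.16, 60.2 ± 9.02 and 51.4 ± 18.4, SCN2A at 47.4 ± 6.27, 91.0 ± 31.9 and 99.9 ± 14.3, and KCNC2 at 10.7 ± 3.46, 30.0 ± 1.60 and 74.3 ± 5.93. This comparison between days was chosen after seeing the data, and 5745 of 19282 genes changed from D11 to D45. Of the 4 genes KCNC2 passed the threshold from D11 to D45 (log2 fold change 2.41, standard error 0.262, adjusted p = 8.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did so under all 12 alternatives. SCN2A rose by 0.70 (standard error 0.2305, adjusted p = 0.0539, same edgeR test with Benjamini-Hochberg adjustment) and was called under 5 of the 12 alternatives, among them without D28 replicate A (0.69) and without D28 replicate B (0.70). NR4A2 (0.07, adjusted p = 0.870) and TH (-0.83, adjusted p = 0.257, same edgeR test with Benjamini-Hochberg adjustment) did not change. From D28 to D45, none of the 4 passed the threshold (KCNC2 1.16, adjusted p = 0.0594, same edgeR test with Benjamini-Hochberg adjustment), and KCNC2 did so under DESeq2, with no filter on low counts, and without D28 replicate A (1.26) or B (1.09). Of the 23 genes named or shown, 10 changed from D11 to D45 in neuron-like cells, and 11 when adjusted over the list alone. Depth and cell composition differ between days, and these are averages over all neuron-like cells of a library, weighted by their UMIs.

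**Figure D3:**
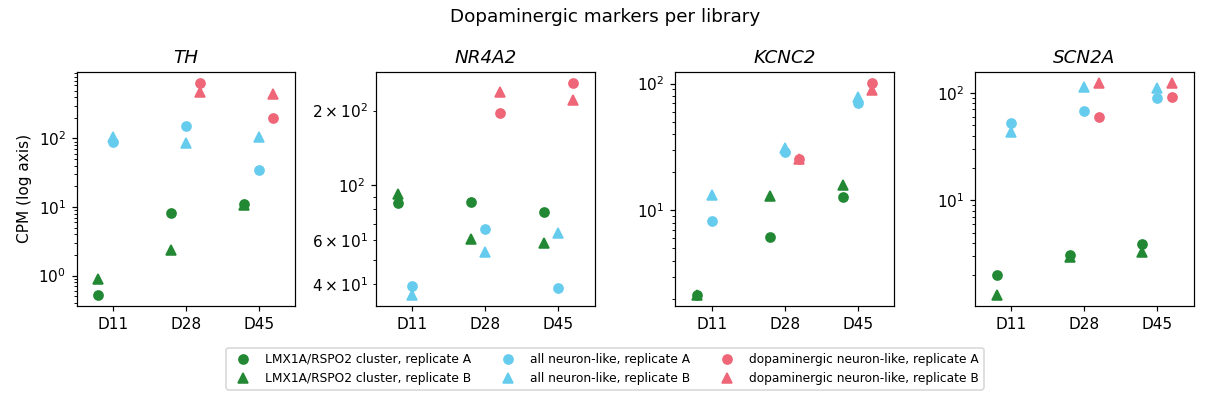
CPM (y axis, log scale) of TH, NR4A2, KCNC2 and SCN2A in each library at D11, D28 and D45 (x axis), in the LMX1A/RSPO2 cluster of each day, in all neuron-like cells and in the dopaminergic neuron-like cluster, which has no cells on D11. On D45 TH lies near 10.8 CPM in the LMX1A/RSPO2 cluster and at 327 CPM on average in the dopaminergic neuron-like cluster.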

Interestingly, Single-cell RNA sequencing further revealed that several canonical dopaminergic neuron markers—such as *TH*, *NR4A2*, *KCNC2*, and *SCN2A*—were not exclusively confined to the dopaminergic neuron cluster but were also expressed in other neuronal clusters, with their expression levels progressively increasing over differentiation time points (Figure S6B). This distribution may reflect the gradual acquisition of dopaminergic identity across a spectrum of transcriptional states, a phenomenon previously reported in single-cell analyses of midbrain development in mouse and human models [63, 64]. For example, *NR4A2* plays a crucial role not only in the early specification of dopaminergic precursors but also in the maintenance of mature dopaminergic neurons [65]. Moreover, *KCNC2* and *SCN2A*, while enriched in dopaminergic neurons, are associated with general neuronal excitability and may be expressed in a broader set of maturing neurons during in vitro differentiation [66]. The scRNA-seq data thus suggest that the expression of dopaminergic markers may emerge in a more distributed and temporally dynamic manner than inferred from bulk or static analyses. This may be due to transcriptional plasticity and asynchronous lineage progression commonly observed in organoid systems [67, 68], where spatial constraints and morphogen gradients are less tightly regulated than in vivo. Such observations emphasize the importance of using high-resolution single-cell approaches to capture the full spectrum of dopaminergic neurogenesis in large-animal models like the pig. Collectively, these results highlight the utility of pMLOs as a physiologically relevant in vitro model for studying midbrain development and dopaminergic neuron function in a large-animal system.

Previous studies have reported the induction of DA-like cells from porcine pluripotent stem cells; however, most relied solely on the expression of TH without further molecular or functional validation. For instance, Hwang et al. [69] demonstrated neural differentiation in 3D organoids but assessed only TH and MAP2, while Yang et al. [70] identified TH-positive grafts following transplantation without in-depth characterization. In contrast, our study evaluated additional DA-specific markers such as DAT, confirmed functionality through electrophysiological and transcriptomic analyses, and recapitulated DA neuron development under both 2D and 3D conditions. Although in vivo grafting was not performed, this study represents, to our knowledge, the most comprehensive in vitro characterization of functional porcine DA neurons reported to date.

Taken together, our findings provide critical insight into the selection of optimal strategies for generating dopaminergic neurons in large-animal models. While both IVF- and PA-derived pESCs demonstrated competence in mDA neuron differentiation, the consistently higher yield and functional maturation observed in IVF-derived cells suggest that they are more suitable for translational applications. Furthermore, the ability of IVF-pESCs to generate both monolayer-derived neurons and self-organizing midbrain-like organoids enhances their versatility. For disease modeling and high-throughput drug screening, organoid-based systems may offer a more physiologically relevant platform due to their 3D architecture and cellular diversity. Conversely, monolayer cultures derived from IVF-pESCs may be more appropriate for cell-based therapies requiring scalable production and precise quality control. Therefore, the combination of IVF-pESCs with application-specific culture formats represents a preferred method for the future development of porcine DA neuron platforms across diverse biomedical applications.

## Conclusions

This study establishes an efficient protocol for deriving functional mDA neurons and pMLOs from pESCs. We demonstrate that porcine cells require higher levels of GSK3 and SHH signaling to achieve ventral midbrain identity compared to human protocols. IVF-derived pESCs showed superior dopaminergic differentiation and maturation compared to PA-derived cells. pMLOs formed early neuroepithelial structures and exhibited synchronized neuronal activity and dopamine release. Single-cell transcriptomics revealed the progressive and distributed acquisition of dopaminergic identity. These findings highlight the value of pMLOs as a large-animal in vitro model for studying neurodevelopment and disease, offering a scalable and translationally relevant alternative to in vivo pig models.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1.

## Data Availability

The bulk RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE296088, and the single-cell RNA sequencing data are available under accession number GSE296089.

## Abbreviations

3D: Three-dimensional
APs: Action potential(s)
cDNA: Complementary DNA
CH: CHIR99021
Cm: Membrane capacitance
DEGs: Differentially expressed genes
GO: Gene Ontology
IVF: In vitro fertilization
LN111: Laminin-111
MEA: Microelectrode array
NHPs: Non-human primates
OPCs: Oligodendrocyte progenitors
PA: Parthenogenetic activation
PCA: Principal component analysis
PD: Parkinson’s disease
pESCs: Porcine embryonic stem cells
pMLOs: Porcine midbrain-like organoids
Ra: Access resistance
Rm: Membrane resistance
RMP: Resting membrane potential
scRNA-seq: Single-cell RNA sequencing
SEM: Standard error of the mean
sEPSC: Spontaneous excitatory postsynaptic currents
SN: Substantia nigra
UMAP: Uniform Manifold Approximation and Projection
VLMCs: Vascular leptomeningeal cells
VM: Ventral midbrain

# Supplementary material for: In vitro derivation of midbrain dopaminergic neurons from porcine embryonic stem cells in multi-dimensional conditions
**Source:** Stem Cell Res Ther. 2025 Nov 5;16:617. doi: 10.1186/s13287-025-04693-9
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Supplementary Information**

***In vitro* Derivation of Midbrain Dopaminergic Neurons from Porcine Embryonic Stem Cells in Multi-dimensional Conditions**

Hyerin Choi^1,2,5^, Dongjin Oh^1,2,5^, Ali Jawad^1,2^, Zheng Haomiao^1,2^, Jaehyung Ham^1,2^, Juyoung Heo^1,2^, Aram Oh^1,2^, Huijin Jin^1,2^, Jaehyeok Seo^1,2^, and Sang-Hwan Hyun^1,2,3,4*^

Laboratory of Veterinary Embryology and Biotechnology (VETEMBIO)

College of Veterinary Medicine, Chungbuk National University

**Supplemental Tables**

**Table S1. Antibodies list for immunofluorscence**

| **Antibodies** | **Cat. No.** | **Company** |
| --- | --- | --- |
| Mouse HNF-3 beta/FoxA2 Antibody (OTI3C10) | NBP2-02088 | Novus Biologicals |
| Mouse OTX2 Monoclonal Antibody (1H12C4B5) | MA5-15854 | Thermo Fisher Scientific |
| Mouse EN1 Antibody | 4G11 | Developmental Studies Hybridoma Bank |
| Rabbit BARHL1 Polyclonal Antibody | NBP1-86513 | Novus Biologicals |
| Rabbit Tyrosine Hydroxylase Monoclonal Antibody (E2L6M) | 58844S | Cell Signaling Technology |
| Mouse Tyrosine Hydroxylase Monoclonal Antibody (LNC1) | 45648S | Cell Signaling Technology |
| Rabbit MAP2 Antibody | 4542S | Cell Signaling Technology |
| Mouse GFAP Monoclonal Antibody (GA5) | 3670 | Cell Signaling Technology |
| Mouse Pax-6 (PAX6) Monoclonal Antibody | sc-81649 | Santa Cruz Biotechnology |
| Rabbit Dopamine Transporter Polyclonal Antibody | PA5-78382 | Thermo Fisher Scientific |
| Mouse Nurr1 Monoclonal Antibody (N1404) | MA1195 | Thermo Fisher Scientific |
| Rabbit Synaptophysin Monoclonal Antibody (SP11) | MA514532 | Thermo Fisher Scientific |
| Mouse PSD-95 Monoclonal Antibody (6G6-1C9) | MA1045 | Thermo Fisher Scientific |
| Rabbit Anti-GIRK2 (Kir 3.2) Antibody | APC-006 | Alomone Labs |
| Mouse Calbindin D28K antibody (D-4) | Sc-365360 | Santa Cruz Biotechnology |
| Mouse ZO-1 Monoclonal Antibody (ZO1-1A12) | 33-9100 | Thermo Fisher Scientific |
| Rabbit Anti-Nestin Antibody, clone 10C2 | MAB5326 | Thermo Fisher Scientific |
| Rabbit β3-Tubulin (D71G9) XP Monoclonal Antibody | 5568 | Cell Signaling Technology |
| Mouse BD Pharmingen™ Purified Anti-Ki-67 | 550609 | BD Biosciences |

**Table S2. Primer sequences for qRT-PCR**

| **mRNA** | **Primer sequences** | | **GenBank**  **accession number** |
| --- | --- | --- | --- |
| *RN18S* | F: 5'-CGCGGTTCTATTTTGTTGGT-3' | R: 5'-AGTCGGCATCGTTTATGGTC-3' | NR_046261.1 |
| *EN1* | F: 5'-TGCTAAGTACCCAGACCACA-3' | R: 5'-CTTCTTCAGCTTCCTCGTTCG-3' | XM_003133282.4 |
| *SPRY1* | F: 5'-CAAATCAAGGCCGTCAGAGG-3' | R: 5'-GCTGGTAGGTCTATGCTCGT-3' | NM_001267835.1 |
| *CNPY1* | F: 5'-CCAGGAGGGGAGACGAAATA-3' | R: 5'-CTTGTCAGCGAGGTGGTTTG-3' | XM_021078820.1 |
| *ETV5* | F: 5'-GGGGAGCGATACGTCTACAA-3' | R: 5'-GGAGGTAAGCAGGGTTGTCT-3' | XM_021068467.1 |
| *NKX2.1* | F: 5'-CAAGAATATGGCCCCGCTAC-3' | R: 5'-GTGTCAGGTGGATCATGCTG-3' | XM_005666203.3 |
| *HOXA2* | F: 5'-GGATGAAGCACAAGAGGCAG-3' | R: 5'-AGTCGCCATTGTGTCCATTG-3' | XM_003134843.5 |
| *GBX2* | F: 5'-GGTGCAGGTGAAAATCTGGT-3' | R: 5'-GCTGACTTCTAATGGCGAACC-3' | XM_003133755.5 |
| *PAX6* | F: 5'-CAGGGCAATCGGTGGTAGTA-3' | R: 5'-CCAGGTTGCGAAGAACTCTG-3' | XM_005661042.3 |
| *FOXA2* | F: 5'-CATCTCGCTCATCACCATGG-3' | R: 5'-AGGAAGCAGTCGTTGAAGGA-3' | XM_005672754.3 |
| *LMX1A* | F: 5'-GAGACCACATGCACCCCTAT-3' | R: 5'-AGTACAGGTGGTCAATGGGG-3' | XM_013988078.2 |
| *OTX2* | F: 5'-GGTCCTACCCCATGACCTAT-3' | R: 5'-GTACCCATGGGACTGAGTGT-3' | XM_021102521.1 |
| *NR4A2* | F: 5'-GCACAACTACCAGCAACACA-3' | R: 5'-GCGTTTTCCTCTGCTCGATC-3' | XM_021074549.1 |
| *SNCA* | F: 5'-AGCAGCGGGAAAGACAAAAG-3' | R: 5'-CATTCTTGCCCAGCTGATCC-3' | XM_021100514.1 |
| *TH* | F: 5'-AATTGAGAAGCTGTCCACGC-3' | R: 5'-TGGCGTCACTGAAACTCTCA-3' | XM_021085452.1 |
| *KCNJ6* | F: 5'-AAATCCAAAGGTACGTGCGG-3' | R: 5'-AGCCACCAGATCATCCCAAA-3' | XM_021070978.1 |
| *CALB1* | F: 5'-GAATCCCACCTGCAATCACC-3' | R: 5'-CCAATCCAGCCTTCTTTCGT-3' | NM_001130226.1 |
| *DKK3* | F: 5'-TGATGGAGCTTTGGACCGAT-3' | R: 5'-TGAAGCCTCCATCCTCGTAC-3' | XM_021082083.1 |

F: Forward, R: Reverse

**Table S3. Whole-Cell Patch Clamp Analysis of pESC-derived mDA neurons**

| Groups | No | RMP(mV) | Cm (pF) | Rm (MΩ) | Ra (MΩ) | Action potential firing ratio (Hz) | | | | | | | | | | | AP detection (% of total cell) | sEPSC detection (% of total cell) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  | 0 | 20 | 40 | 60 | 80 | 100 | 120 | 140 | 160 | 180 | 200 |  |  |
| IVF | 1 | -63.0 | 25.72 | 2300 | 28.6 | 0 | 8 | 7 | 6 | 5 | 5 | 5 | 5 | 4 | 4 | 5 | positive | positive |
|  | 2 | -30.7 | 22.2 | 364.9 | 25.2 | 1 | 2 | 3 | 2 | 1 | 1 | 2 | 1 | 2 | 1 | 1 | positive | negative |
|  | 3 | -49.9 | 27.98 | 1300 | 24.1 | 0 | 10 | 16 | 19 | 21 | 22 | 21 | 5 | 4 | 4 | 2 | positive | negative |
|  | 4 | -59.3 | 18.18 | 1100 | 30.4 | 0 | 7 | 3 | 2 | 2 | 2 | 2 | 1 | 1 | 1 | 1 | positive | positive |
|  | 5 | -54.5 | 36.34 | 1600 | 21.7 | 0 | 14 | 17 | 5 | 3 | 3 | 2 | 2 | 2 | 1 | 2 | positive | positive |
|  | 6 | -35.3 | 13.42 | 4100 | 16.9 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | positive |
|  | 7 | -44.4 | 15.63 | 2700 | 39.5 | 0 | 19 | 22 | 14 | 3 | 2 | 2 | 2 | 1 | 1 | 1 | positive | positive |
|  | 8 | -26.6 | 20.88 | 723.9 | 20.8 | 0 | 4 | 5 | 4 | 3 | 3 | 2 | 2 | 2 | 2 | 1 | positive | negative |
|  | 9 | -54.6 | 10.13 | 8200 | 14.8 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 0 | positive | negative |
|  | 10 | -54.5 | 23.73 | 8200 | 13.9 | 0 | 16 | 21 | 21 | 2 | 2 | 2 | 2 | 2 | 1 | 1 | positive | positive |
|  | 11 | -42.6 | 15.35 | 2300 | 20.7 | 0 | 6 | 3 | 3 | 3 | 2 | 2 | 1 | 1 | 1 | 1 | positive | positive |
|  | 12 | -41.4 | 9.5 | 2700 | 15.9 | 0 | 10 | 2 | 2 | 2 | 2 | 2 | 1 | 1 | 1 | 1 | positive | positive |
|  | 13 | -65.5 | 38.13 | 409.4 | 27.5 | 0 | 0 | 0 | 2 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 14 | -62.7 | 22.02 | 332 | 28.1 | 0 | 0 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 15 | -70.2 | 16.68 | 533.3 | 31.7 | 0 | 0 | 4 | 12 | 16 | 16 | 7 | 3 | 4 | 2 | 2 | positive | negative |
|  | AV | -50.3 | 21.1 | 2457.6 | 24.0 | 0.1 | 6.5 | 7.0 | 6.3 | 4.4 | 4.3 | 3.5 | 1.9 | 1.9 | 1.5 | 1.4 | 15ea / 15ea | 8ea / 15ea |
|  | SD | 13.2 | 8.5 | 2570.9 | 7.2 | 0.3 | 6.2 | 7.8 | 6.8 | 5.9 | 6.2 | 5.1 | 1.4 | 1.2 | 1.1 | 1.1 | 100.0 | 53.3 |
|  | SE | 3.4 | 2.2 | 663.8 | 1.9 | 0.1 | 1.6 | 2.0 | 1.8 | 1.5 | 1.6 | 1.3 | 0.4 | 0.3 | 0.3 | 0.3 |  |  |
| PA | 1 | -50.6 | 17.92 | 16300 | 41.1 | 0 | 7 | 3 | 2 | 1 | 2 | 1 | 1 | 1 | 1 | 1 | positive | positive |
|  | 2 | -43.4 | 22.23 | 1200 | 25.2 | 0 | 2 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | positive |
|  | 3 | -27.8 | 25.68 | 1300 | 41.5 | 0 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 4 | -54.6 | 15.43 | 2700 | 34.9 | 1 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | positive |
|  | 5 | -66.0 | 27.16 | 2300 | 15.2 | 0 | 14 | 17 | 18 | 5 | 2 | 2 | 1 | 1 | 1 | 1 | positive | positive |
|  | 6 | -44.6 | 13.79 | 3300 | 12.1 | 0 | 2 | 2 | 2 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 7 | -30.4 | 4.52 | 4100 | 33.5 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 8 | -64.4 | 16.83 | 638.6 | 52.5 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 9 | -41.0 | 14.55 | 2300 | 10.4 | - | - | - | - | - | - | - | - | - | - | - | negative | negative |
|  | 10 | -57.4 | 11.17 | 3200 | 30.6 | 0 | 2 | 2 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 11 | -22.7 | 19.98 | 342 | 22.1 | 0 | 0 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | positive |
|  | 12 | -35.2 | 11.6 | 4100 | 13 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | 13 | -39.1 | 10.7 | 2000 | 14.1 | 0 | 0 | 0 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | positive |
|  | 14 | -45.9 | 10.2 | 585.9 | 20.9 | 1 | 2 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | positive |
|  | 15 | -50.1 | 17.48 | 797.1 | 22.1 | 0 | 1 | 2 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | 1 | positive | negative |
|  | AV | -44.9 | 15.9 | 3010.9 | 25.9 | 0.1 | 2.6 | 2.4 | 2.4 | 1.4 | 1.1 | 1.1 | 1.0 | 1.0 | 1.0 | 1.0 | 14ea / 15ea | 7ea / 15ea |
|  | SD | 12.8 | 6.1 | 3881.8 | 12.7 | 0.4 | 3.7 | 4.3 | 4.5 | 1.1 | 0.4 | 0.3 | 0.0 | 0.0 | 0.0 | 0.0 | 93.3 | 46.7 |
|  | SE | 3.3 | 1.6 | 1002.3 | 3.3 | 0.1 | 1.0 | 1.1 | 1.2 | 0.3 | 0.1 | 0.1 | 0.0 | 0.0 | 0.0 | 0.0 |  |  |

**Supplemental Figures with Figure Legends**

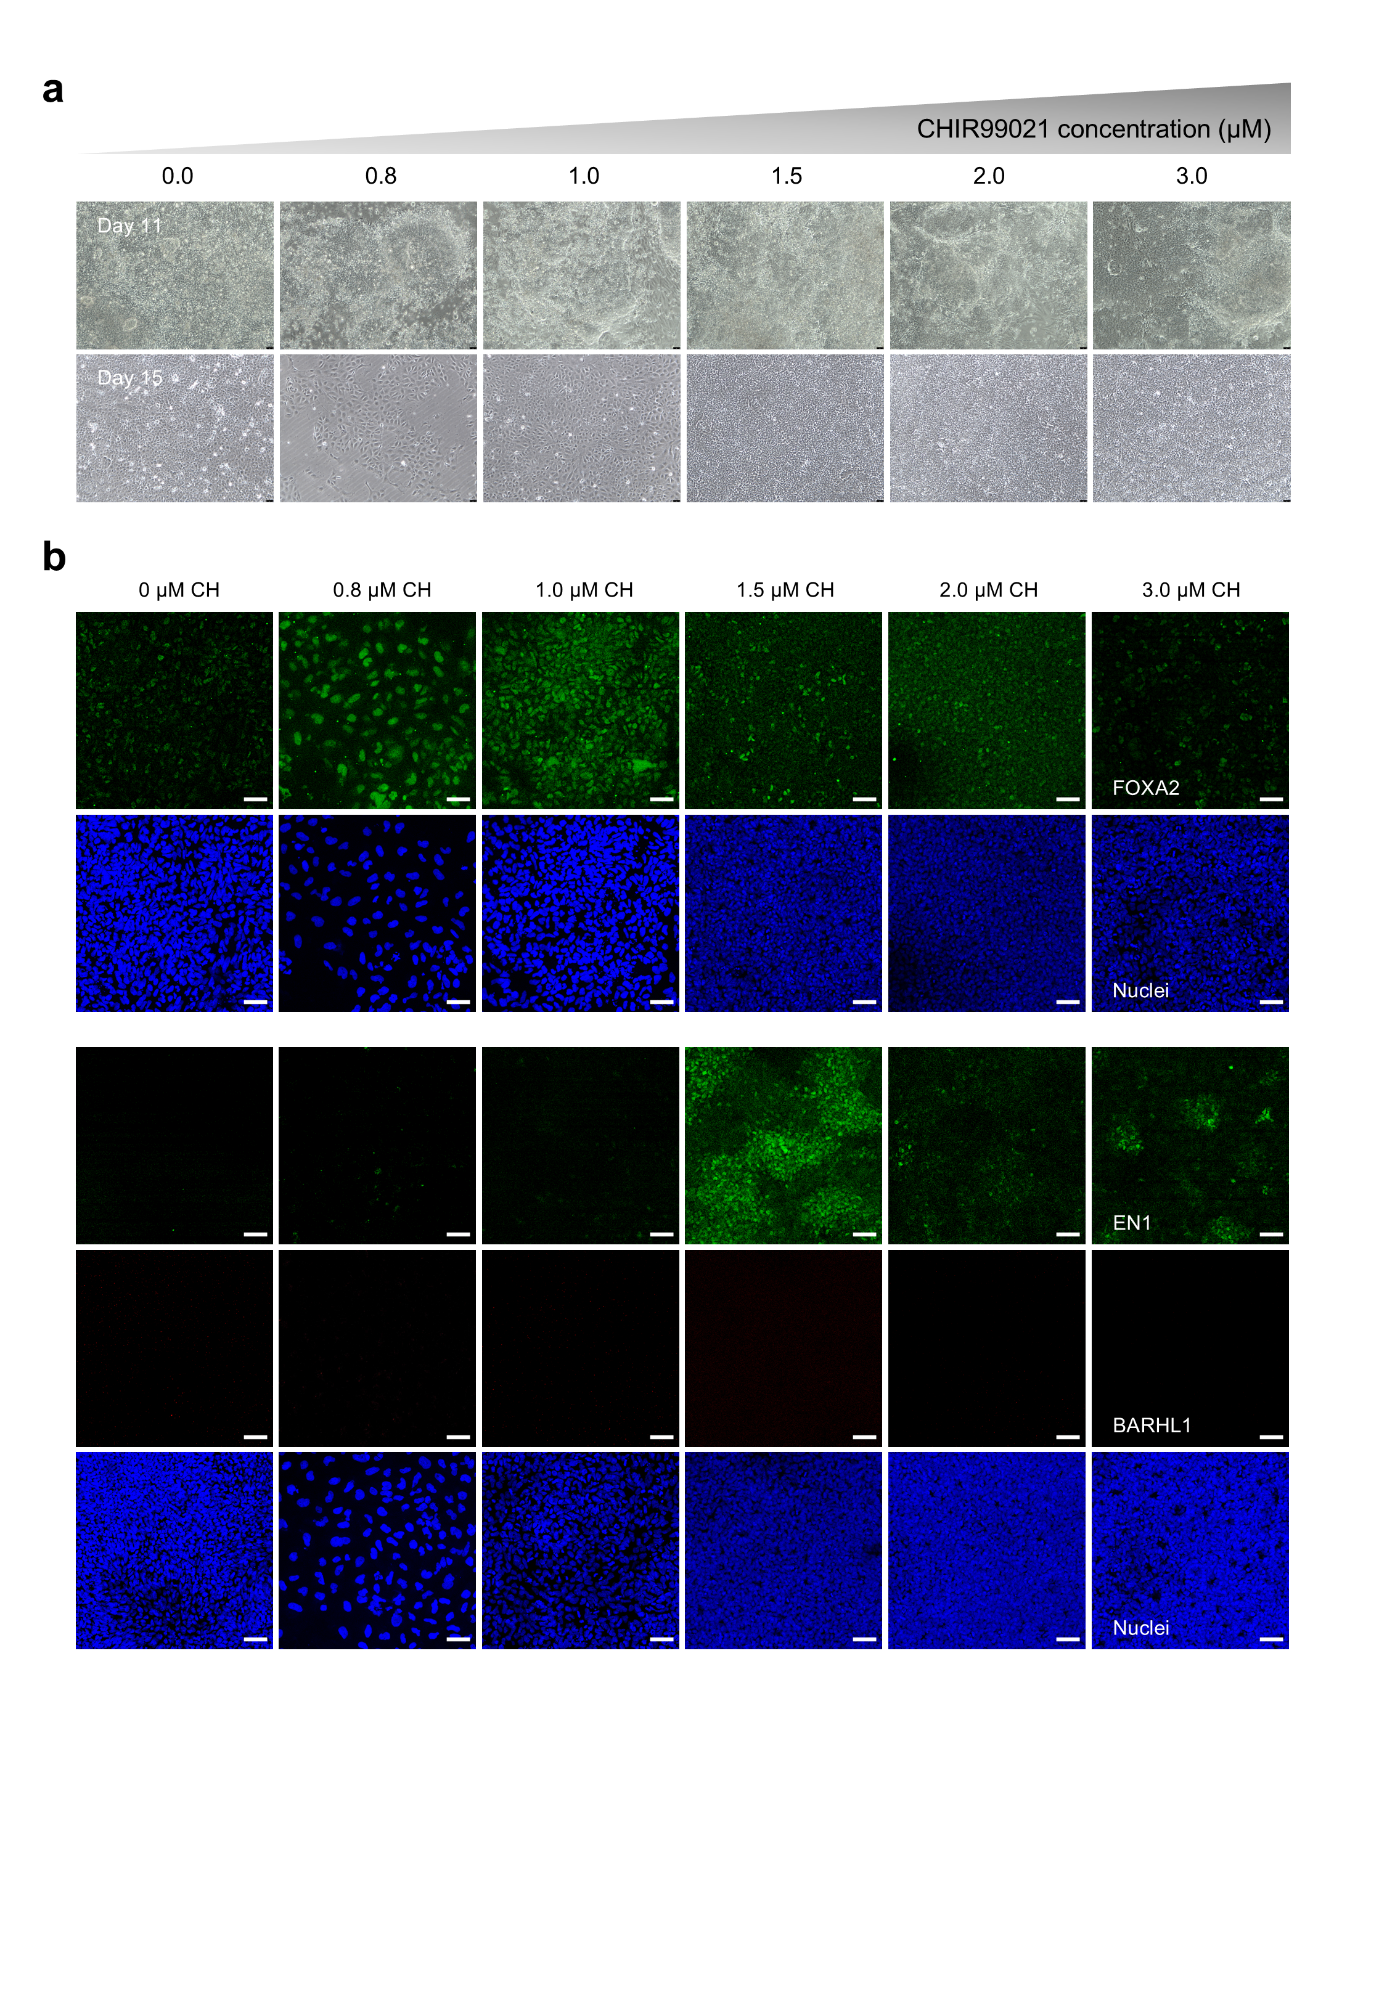

**Figure S1.  Ventral midbrain (VM) patterning of porcine embryonic stem cells according to the concentration of CHIR99021 in 2D condition.** (a) Morphological changes during differentiation on day 11 and day 15. Scale bar, 50 μm. (b) Immunostaining at day 16 for FOXA2, EN1, and BARHL1. Scale bar, 20 μm.

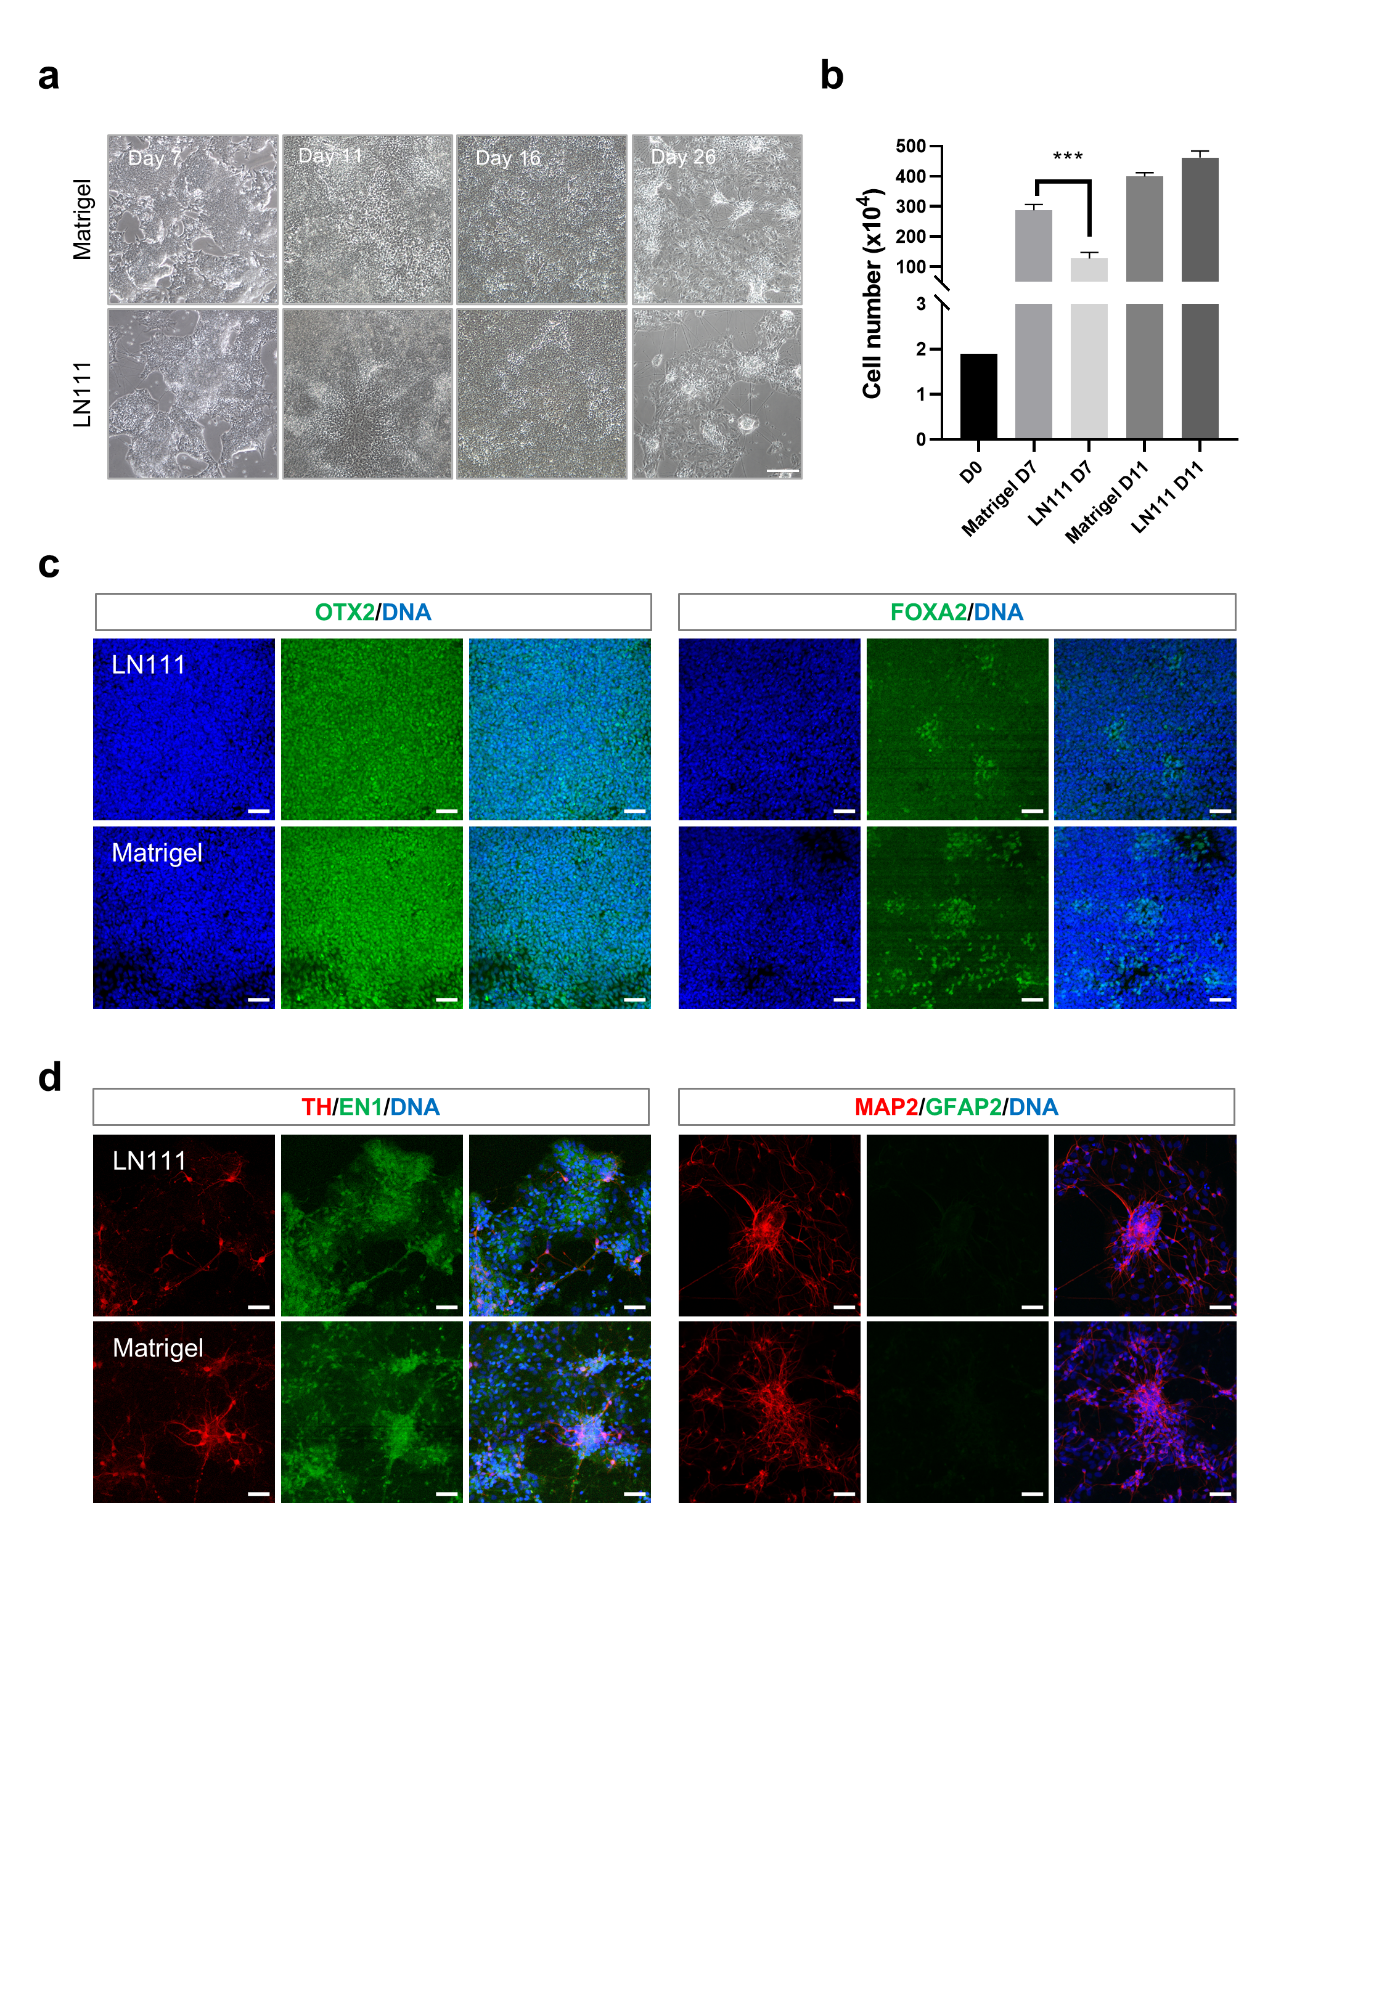

**Figure S2. Induction of porcine floor plate progenitors and neurogenesis using LN111 matrix.** (a) Phenotypic overview of cultures at different differentiation stages. Scale bar, 200 μm. (b) Cell yield by Matrigel or LN111 at day 7 and day 11 (n = 3 independent experiments). *** p < 0.001 (c) Immunostaining of OTX2+ cells and FOXA2+ cells at day 16. Scale bar, 200 μm. (d) Immnunostaining of TH+/EN1+ cells and MAP2+/GFAP2+ cells at day 26. Scale bar, 200 μm.

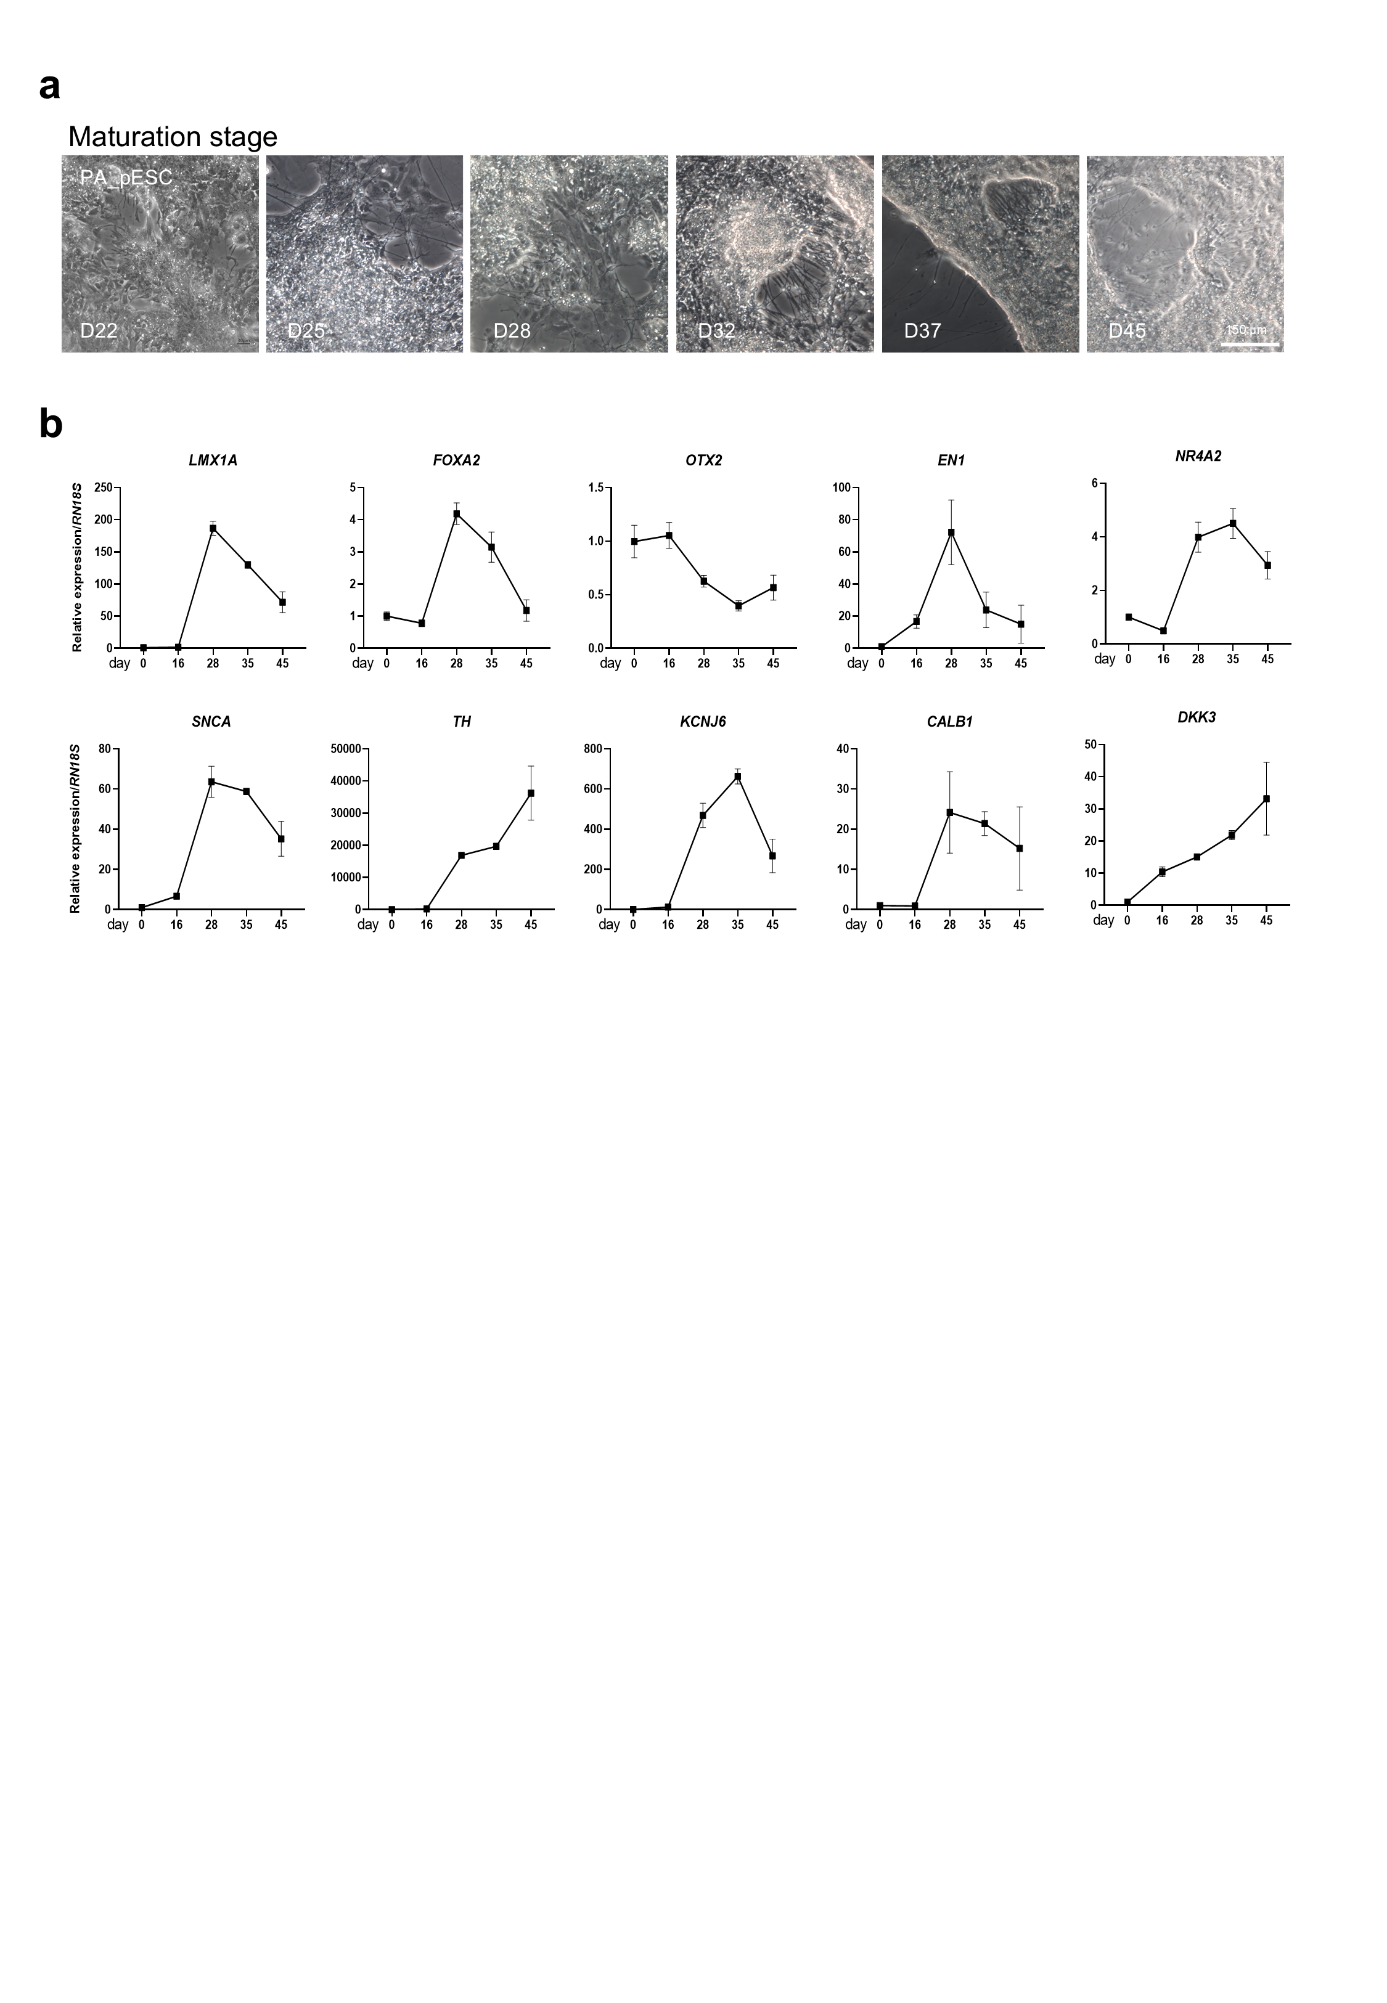

**Figure S3. Terminal differentiation of VM progenitors derived from PA-pESC.** (a) Morphological changes of PA-pESC at different differentiation stages. (b) RT-qPCR analysis during terminal differentiation of VM progenitors

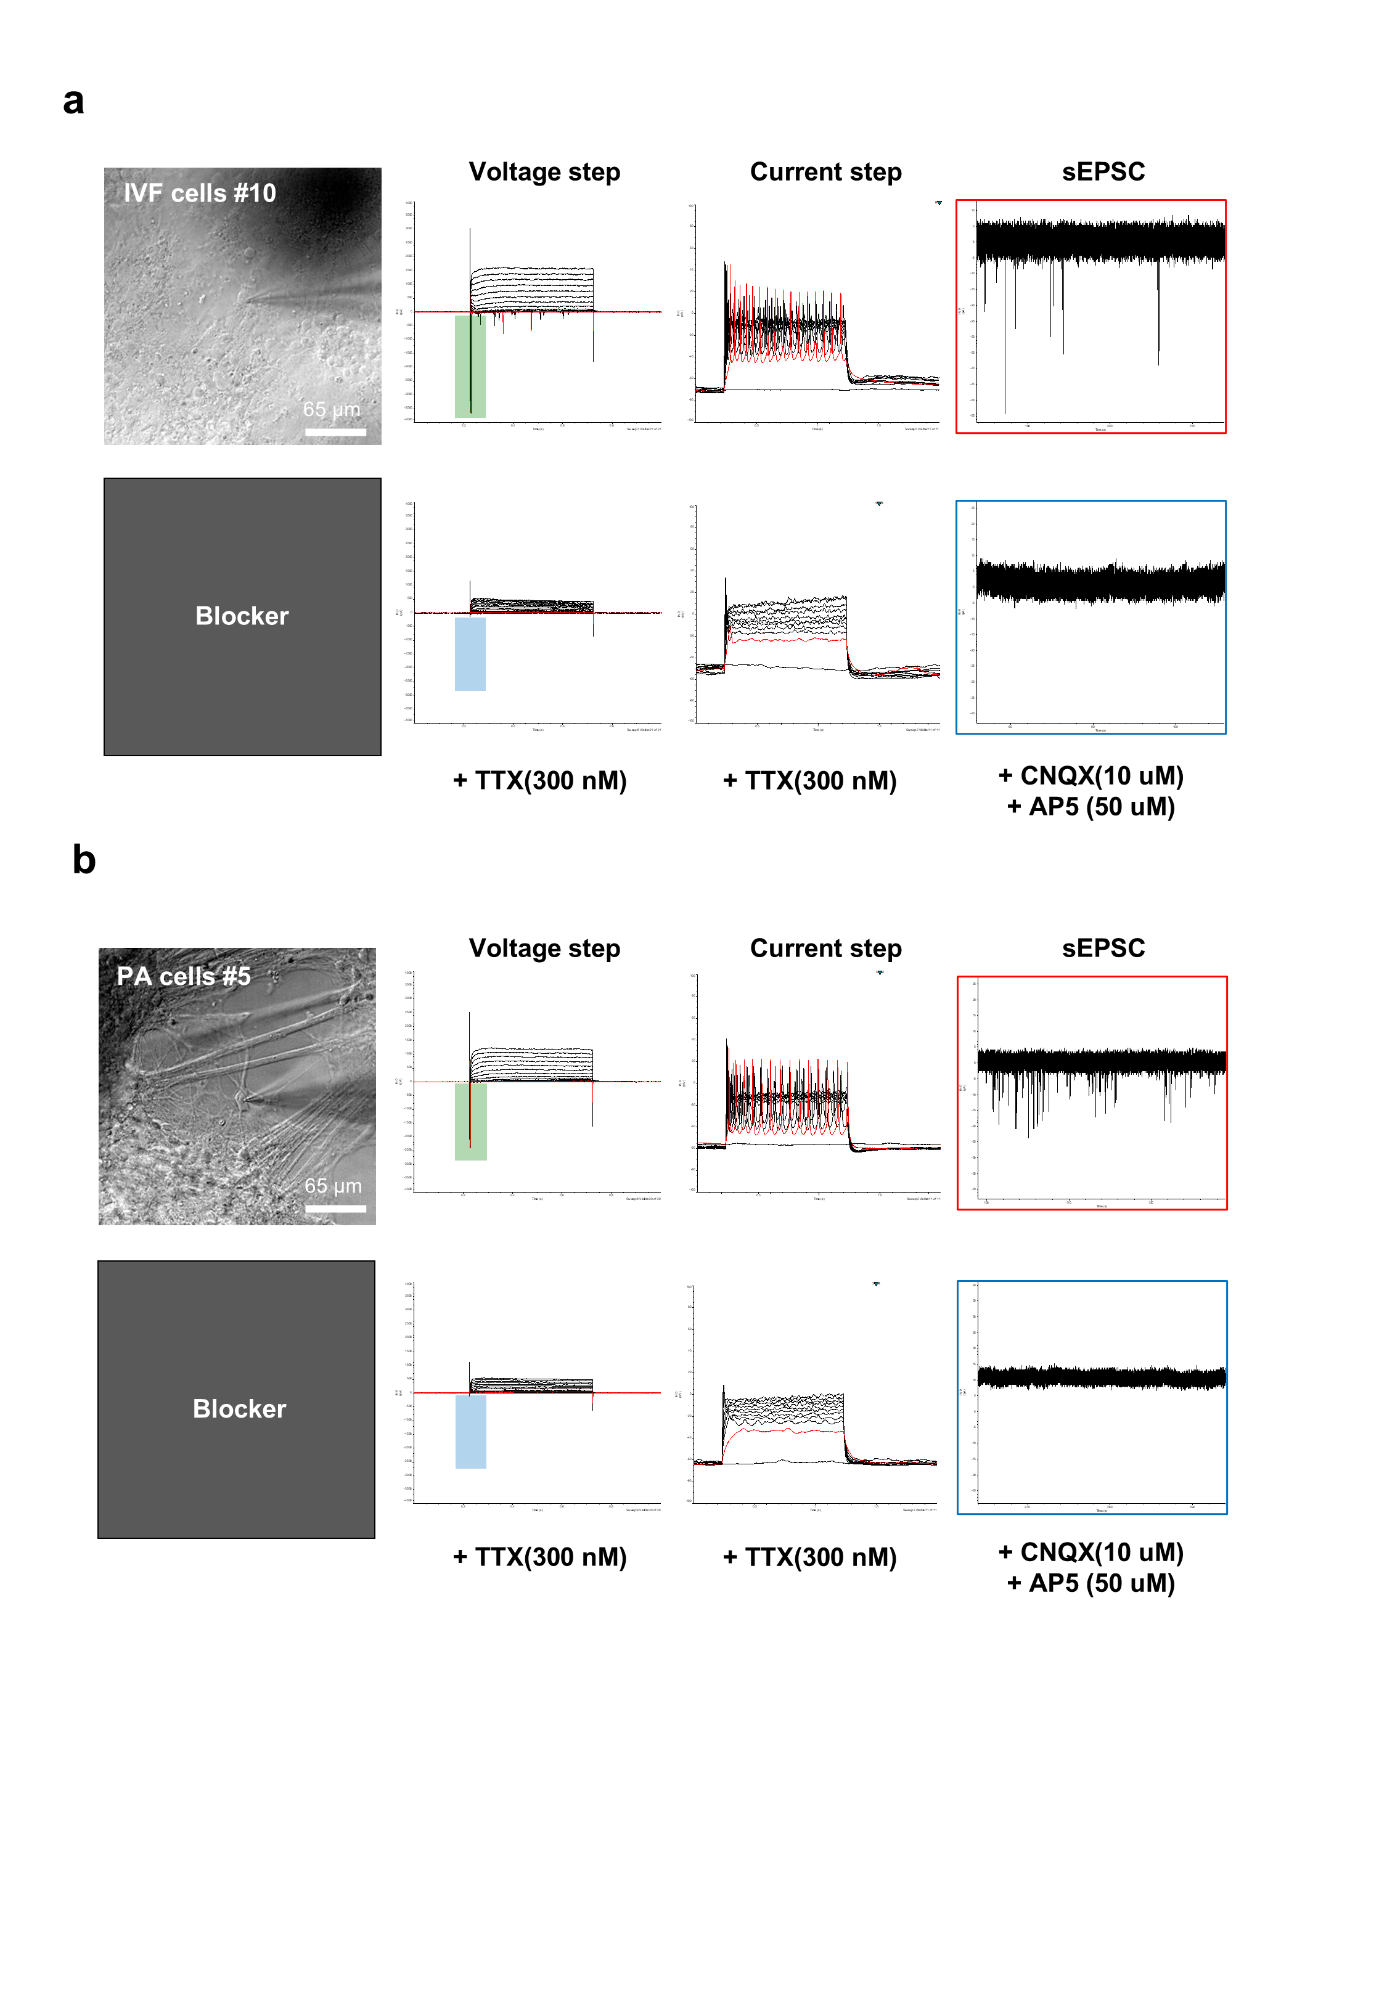

**Figure S4. spontaneous excitatory post-synaptic currents (sEPSC) detection.** Whole-cell patch-clamp recordings of IVF-derived (a) and PA-derived (b) neurons. sEPSCs were recorded for 5 min at –60 mV using a gap-free protocol under three conditions: control, with TTX (300 nM; voltage-gated sodium channel blocker), and with CNQX (10 μM; AMPA receptor antagonist) plus AP5 (50 μM; NMDA receptor antagonist).

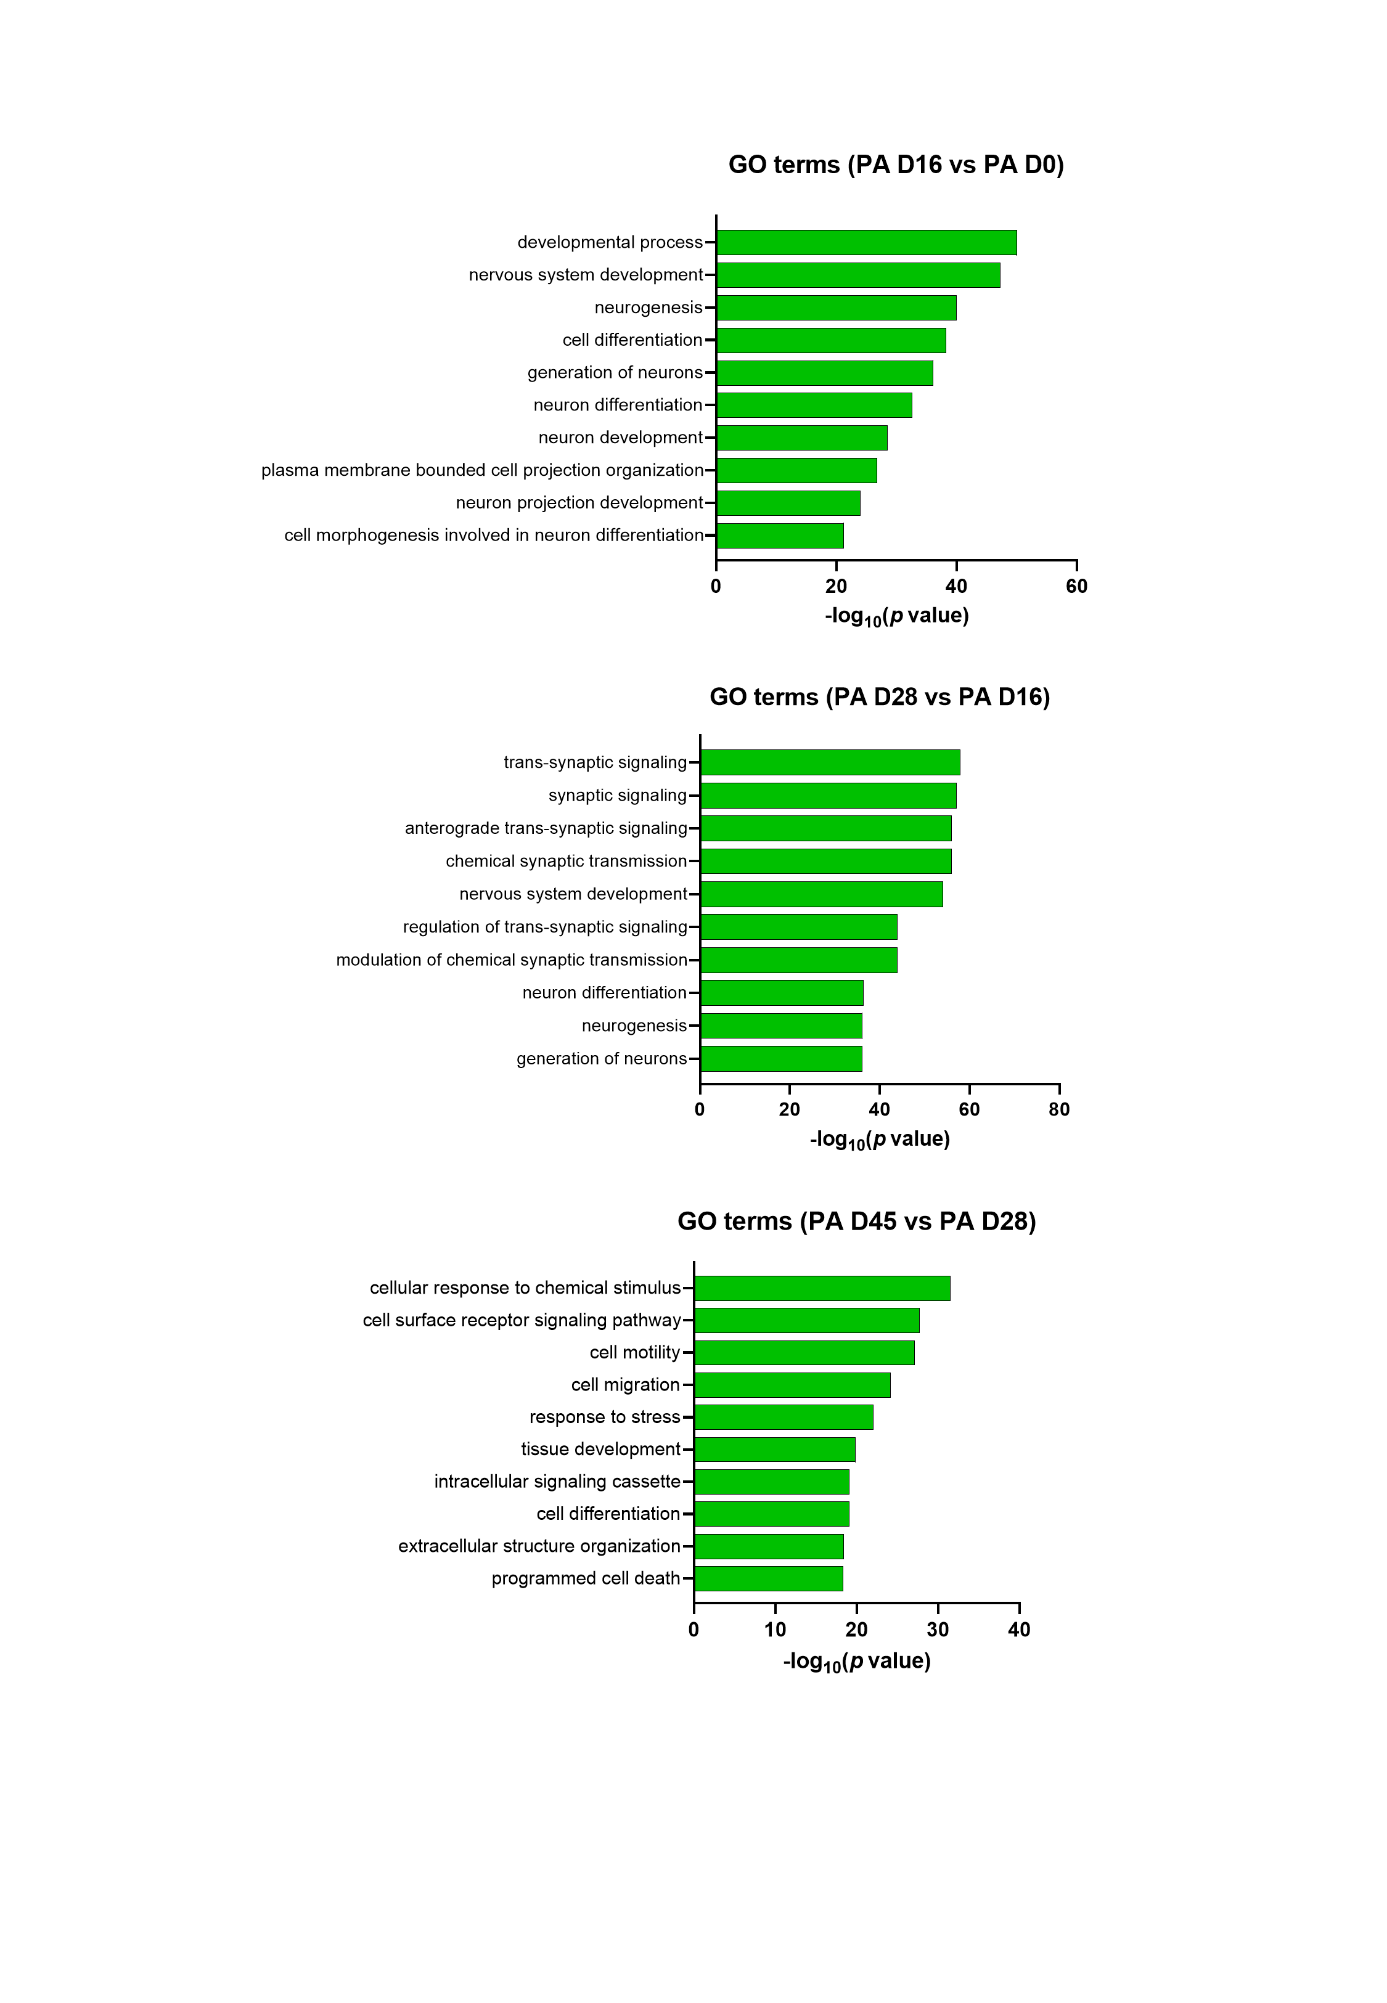

**Figure S5. Gene ontology (GO) enrichment analysis of differentially expressed genes in PA-derived cells.** GO enrichment analysis of differentially expressed genes (DEGs) in PA-derived cells between D0 and D16, D16 and D28, and D28 and D45 samples, performed using the same analysis pipeline as in Figure 5C.

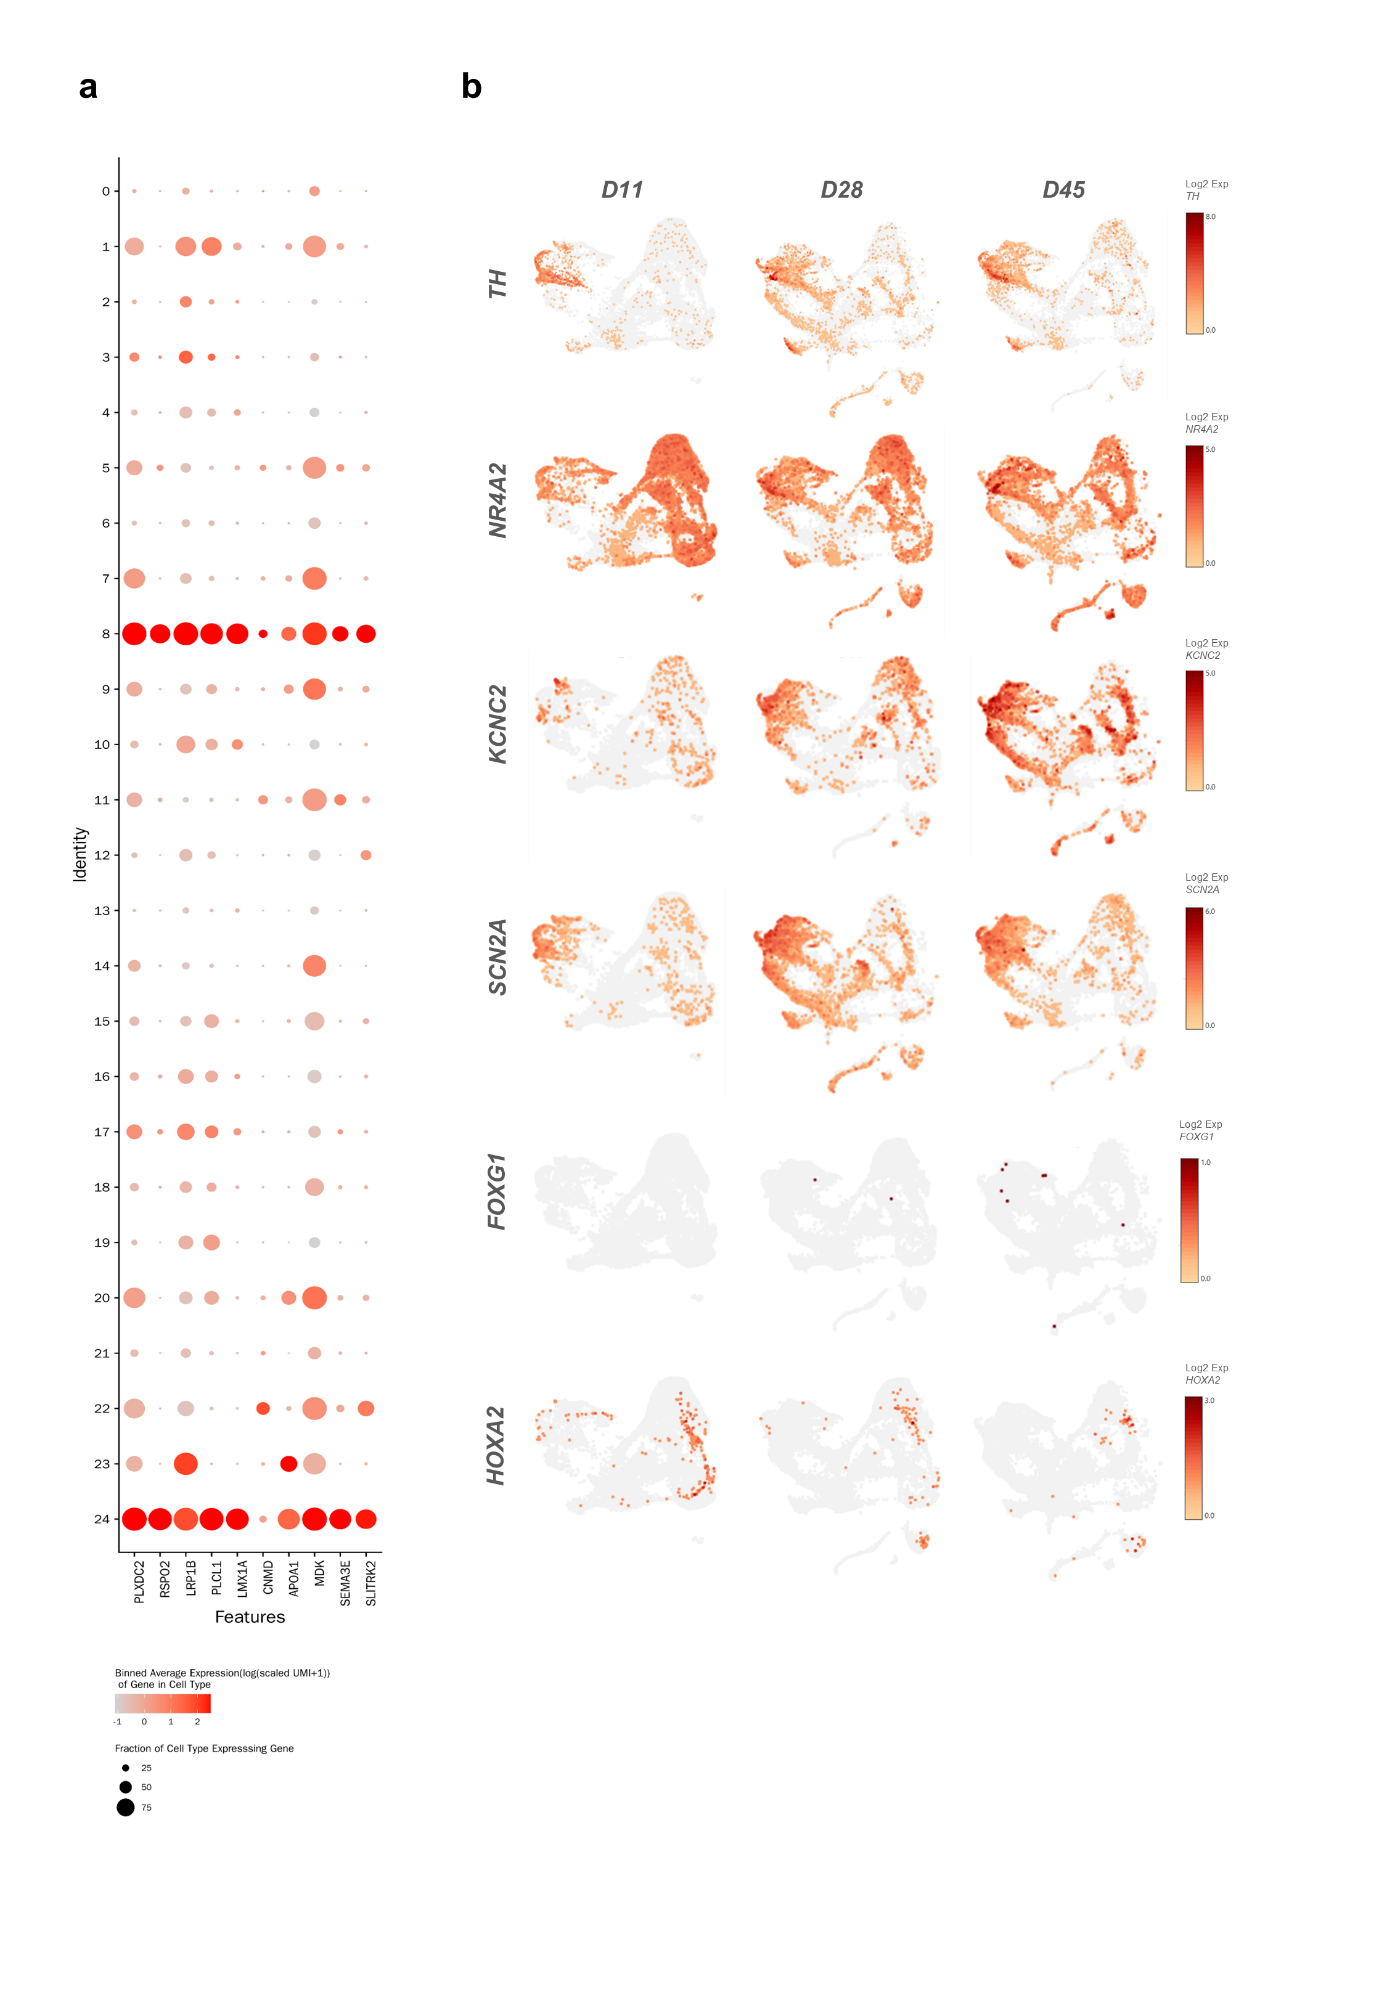

**Figure S6. Cluster-specific and temporal expression patterns of dopaminergic neuron markers in pigMLOs. (a)** Dot plot showing the expression levels and fraction of cells expressing dopaminergic lineage markers across identified clusters at day 45. **(b)** UMAP feature plots displaying expression of dopaminergic markers (TH, NR4A2, KCNC2, SCN2A) and regional identity markers (FOXG1 for forebrain, HOXA2 for hindbrain) at days 11, 28, and 45.

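The share of cells with at least 1 UMI of a gene depends on depth, so each cell was thinned to 2000 UMIs and shallower cells were left out (8552 of the D11 cells, 7881 of the D28 cells and 16978 of the D45 cells). At this depth TH was found in 44.5% ± 6.55 (SD, n = 2 libraries) of dopaminergic neuron-like cells on D28 and 27.7% ± 1.42 on D45 (69.5% and 56.3% without thinning). In fibroblast-like cells, which should lack TH, it was found in 0.599% ± 0.037 on D28 and 1.025% ± 1.165 on D45 (4.54% and 5.335% without thinning). The median UMIs before thinning were 8963 and 13760 in the dopaminergic neuron-like cells used and 13080 and 13269 in the fibroblast-like cells used. In the LMX1A/RSPO2 cluster of each day TH was found in 0.166% ± 0.028 of cells on D11, 0.82% ± 1.16 on D28 and 2.445% ± 0.839 on D45 (0.754%, 4.175% and 8.38% without thinning, at medians of 12026, 11797 and 15697 UMIs). In all neuron-like cells it was found in 12.2% ± 0.622, 11.7% ± 2.645 and 8.15% ± 3.79 (29.5%, 23.5% and 15.8% without thinning, at medians of 12181.5, 7155.5 and 7277 UMIs).

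NR4A2 was found in 31.6% ± 1.58 and 35.2% ± 2.035 of dopaminergic neuron-like cells on D28 and D45 (72.2% and 73.7% without thinning), against 7.78% ± 4.37 and 5.94% ± 0.698 of fibroblast-like cells (41.5% and 31.1%) and 10.1% ± 1.77 and 8.66% ± 2.55 of all neuron-like cells (24.2% and 18.6%). KCNC2 was found in 1.95% ± 0.876, 4.85% ± 0.226 and 10.7% ± 0.504 of all neuron-like cells on D11, D28 and D45 (6.035%, 12.6% and 19.9% without thinning), against 1.70% ± 0.693 and 0.886% ± 0.112 of fibroblast-like cells on D28 and D45 (5.46% and 3.36%). SCN2A was found in 8.61% ± 0.75, 13.9% ± 3.86 and 15.3% ± 1.34 of all neuron-like cells (29%, 34.3% and 30.6% without thinning), against 1.04% ± 0.745 and 1.39% ± 0.032 of fibroblast-like cells (4.52% and 4.51%). Over all cells at 2000 UMIs, HOXA2 was found in 0.149% ± 0.028, 0.077% ± 0.045 and 0.065% ± 0.003 on D11, D28 and D45 (0.697%, 0.397% and 0.139% without thinning).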

How the deposited data were processed for this re-analysis (not part of the article)

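The organoids were sampled on days 11, 28 and 45 (D11, D28 and D45), with 2 libraries per day (replicates A and B), made with the 10x Genomics GEM-X 3' v4 chemistry. The authors aligned the reads to Sscrofa11.1 with Cell Ranger v8.0.1 and deposited, for each library, a matrix of UMI counts per gene and cell barcode, neither normalized nor filtered by the limits given in the paper's methods. Each matrix held 30477 genes, 16266 named in the files, 844 through the reference annotation, and 13367 left with their Ensembl number (13.65% of 858545010 UMIs). The authors' cluster assignments and cell type labels were not used here.

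The libraries held 14902, 21797, 14461, 14188, 20640 and 18832 barcodes (D11 replicates A and B, D28 A and B, D45 A and B). Cells with fewer than 200 or more than 7000 detected genes, or with over 10% mitochondrial UMIs, were removed, which took 195, 244, 170, 318, 546 and 407 cells. The kept cells had a median of 3796, 3236, 2591, 3549, 1400.5 and 2138 detected genes. The smallest library held 106805311 UMIs in its kept cells, while a cluster can hold far fewer, so values from fewer than 3 UMIs carry no fold change.

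The 2000 variable genes were chosen with scanpy 1.11.5, and 1989 remained after the genes reported for the dopaminergic cluster were left out. Clustering used 30 principal components, 20 neighbours, the Leiden method of igraph at resolution 0.8 and seed 1. No integration of libraries was applied, since the paper names no method. A class was named from markers fixed before the data were examined. The limits (10% of cells, 1.5-fold over other cells with 5 CPM added, 3 markers, top 10 genes) were set after the data were seen, and so were the rules for ties and for clusters with few UMIs per cell. Doublets were scored against simulated doublets at a rate of 0.4% per 1000 cells.

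The comparison of days within the LMX1A/RSPO2 cluster was planned in the clustering of all cells. It could not be fitted there, because that cluster has almost no cells after D11, nor in any other joint clustering that was tried. The values given come from an alternative, set before the files were read, in which each day was clustered separately, and a further one, the best joint cluster on each day, was chosen after seeing the data. Counts were summed over at least 20 cells per library and group and tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), with all 6 libraries in each fit except where the cluster existed on D11 alone. Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, each library left out, the replicate letter as a block, doublets removed, sums thinned to equal mean UMIs per cell, and the other clusterings. Shares of classes were tested with edgeR on cells per library, with limma 3.58.1 as an alternative. The comparison between days in neuron-like cells was added after the data were seen. No columns of other samples were used.

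The genes named are those that the paper names or shows for the single-cell data, those labelled in Fig. 7F, the markers of the classes, FOXA2, OTX2, SLC6A3 and EN1, and for each comparison the 3 largest rises and 3 largest falls among genes past the threshold with a symbol and libraries that do not overlap. The comparisons of D45 against D11, the cluster against neuron-like cells and the interaction were tested on simulated data, in which 200 genes were changed. The other comparisons of days and the tests of shares were not. All other simulated genes kept the same mean in every library, whereas in the data far more genes passed. The rates that follow hold for the simulated setting and are not the power of the reported tests. Of the 200 genes edgeR found 38% for whole organoids, 69% within the cluster, 90% for the cluster against neuron-like cells, 56% for the interaction and 48.5% in neuron-like cells, with 4, 5, 7, 6 and 5 false calls. Results for some items are not reported here. Bulk RNA-seq, qPCR, staining and recordings were not analysed here. Software was python 3.11.15, R 4.3.3 and igraph 0.11.9.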

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

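The tests of depth, of cell types and of a D28 condition in this part were chosen only after the results were seen.

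A difference between groups was found in the change from D11 to D45, which differed between the LMX1A/RSPO2 cluster of each day and the neuron-like cells in 5586 genes. A difference in depth between the sums stays open. After thinning to equal mean UMIs per cell 4908 genes passed, 4621 of them among the 5586 and in the same direction, but the sums themselves still ran from 833665 to 34747422 UMIs. A change in which cells were chosen on D11 and on D45 stays open. The median log2 fold change of 7 floor plate markers from D11 to D45 in the cluster was -1.36, with 7 of 7 lower and 5 past the threshold, which maturing cells and another cell type could both give, so these cannot be told apart. The limit used to read this test was also changed after its value was seen, and by the first limit it would have counted for another cell type.

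A signal outside the genes the paper discusses was ISG15 in whole organoids, at 367.65 CPM on D28, 6.67 on D11 and 38.0 on D45. ISG15 rose from D11 to D28 under all 13 alternatives (log2 fold change 5.53, adjusted p = 0.00120 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its fall from D28 to D45 (-3.41) lost the threshold without D28 replicate A (-3.28) or D45 replicate A (-2.87). The sum of 8 interferon-response genes was 23.5 and 21.0 CPM on D11, 1665 and 1635 on D28, and 237 and 391 on D45. In 6 of 8 classes both D28 libraries exceeded both D45 libraries. The exceptions were floor plate-like and mitotic-like cells. RNA set free from a single class is argued against as the whole signal of astrocyte-like cells, since free RNA would reach all classes alike. Their sum was 9.62-fold that of GABAergic neuron-like cells in D28 replicate A (13.1-fold in B). GABAergic neuron-like cells were lowest, at 167 and 171 CPM in D28 replicates A and B, and free RNA could give such a level. Classes near it therefore cannot count against a change in the share of a single class. Such a change is argued against as the whole cause by astrocyte-like cells (1606 and 2233 CPM on D28, 633 and 924 on D45). Fibroblast-like cells also lay above that level (748 and 1636 CPM on D28, 131 and 210 on D45). The lowest D28 library exceeded the highest of another day 4.18-fold, but all D28 cells come from the same day, so a state of the organoids on D28 and a condition of those cultures cannot be told apart.

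Data outside the LMX1A/RSPO2 cluster held dopaminergic neuron-like cells, which made up 3.6985% of D28 cells. It cannot be told whether the paper's dopaminergic cluster holds these cells, as its labels were not used here. No such cell was found on D11 in the joint clustering, whereas with each day clustered separately such cells were 3.47% ± 1.07 (SD, n = 2 libraries) of D11 cells. Whether D11 dopaminergic cells lie in another neuron-like cluster stays open. Among all neuron-like cells SLC6A3 was 3.04-fold higher on D28 than on D11 and SLC18A2 7.60-fold, yet both were present on D11, at 1.65 and 1.56 CPM. The limit used to read this test was changed after its value was seen, and the first limit would have excluded such cells. No biological explanation beyond the day was tested.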

How the results depend on the processing

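The best joint cluster on each day, library means removed, markers at 2-fold, and all comparisons between days in neuron-like cells were chosen only after the data were seen. Where a library was left out, the lone library of that day is assumed to vary like the other days.

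With each library left out in turn, the genes that passed the threshold in whole organoids ranged from 1102 to 10671 for D28 against D11 (5060 with all libraries), 2787 to 12355 for D45 against D11 (7626) and 0 to 10191 for D45 against D28 (2009). The 0 in edgeR was without D45 replicate A, with 3657 genes at an unadjusted p under 0.05, and DESeq2 over all libraries called 4336. Within the LMX1A/RSPO2 cluster of each day the ranges were 1211 to 5904 (3332), 1707 to 7214 (4528) and 445 to 5626 (3095), and for the interaction 3446 to 6875 (5586). In neuron-like cells they were 635 to 7437 (2906), 1455 to 9994 (5745) and 0 to 8068 (290). The 0 there was in edgeR without D45 replicate A (2017 genes at an unadjusted p under 0.05) and without D45 replicate B (3257), while over all libraries DESeq2 called 2402 and edgeR with no filter on low counts 1607. Classes whose share changed ranged from 3 to 8, 4 to 9 and 0 to 4 in the same order. All gains in the number of genes came without D28 replicate A or B, where the fitted spread between replicates was smaller (biological coefficient of variation in whole organoids 0.145 without A and 0.145 without B, against 0.242). Without a D11 or a D45 library it was larger there (0.290 and 0.269, the same without A or B), so the spread between the D28 libraries weighs on these counts.

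Genes that differed between the cluster and neuron-like cells numbered 11295, against 7461 by DESeq2, 6942 with each day clustered separately and 6944 with the best joint cluster on each day. The interaction had 3372 genes with the latter, with 45.3% higher against 56.4%. The cause was not tested. Leaving out a library was not possible for the cluster against neuron-like cells, which has 2 libraries. Leaving out D45 replicate A or B moved the higher share within the cluster for D45 against D28 to 58.9% and 65.2% from 47.9%. SEMA3A, higher in the cluster by 0.21, was reversed with each day clustered separately (-0.88) and with the best joint cluster (-1.18), and the cause was not tested.

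Same-lettered libraries did not deviate alike across the days, which does not exclude that the letters pair them. The deviations of same-lettered libraries from their day's mean had r = -0.551, 0.196 and -0.351 over 20306 genes. With the letter as a replicate block, the counts were 3242 (D28 against D11) and 592 (D45 against D28) in whole organoids, 38 in neuron-like cells for D45 against D28 (68.4% higher against 51.7%), and 0, 1 and 3 classes for D28 against D11, D45 against D28 and D45 against D11.

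The share of the LMX1A/RSPO2 cluster on D11 was 8.95% with 15 principal components, 9.18% at resolution 0.4 and 7.53% with each day clustered separately. On D28 it was 0.0385%, 0.0392% with library means removed, 1.68% with each day clustered separately and 4.51% with the best joint cluster, and on D45 0.0129%, 1.59% and 0.325% under the last 3. There were 24 clusters at resolution 0.4 and 76 with each day clustered separately. The cause was not tested.

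Of the other values, 761 log2 fold changes of named genes kept their direction and side of the threshold, 29 gained it and 34 lost it. Of the CPM values 40 stayed within 1 SD and 23 did not, of class shares 179 and 76, and of shares of cells with a UMI, which depend on depth, 29 stayed and most did not.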

Differences from the paper's values

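Shares here are of all cells of a day, with rebuilt class names and the unnamed cells left in. A share is said to reach the paper's when it is within 1.5 times of it or differs from it by no more than the SD of the 2 libraries. The paper's dopaminergic neuron cluster made up about 3.3% of D28 cells in Fig. 7D, read by eye, and the LMX1A/RSPO2 cluster here 0.0176%. No alternative set before the data were examined reached it (the closest, each day clustered separately, gave 1.68%), and the best joint cluster on each day, chosen after seeing the values, did, at 4.51%. For D45 the paper's share is about 1% in Fig. 7D, read by eye, against 0% here. Of the alternatives set before the data were examined, each day clustered separately reached it (1.59%), and resolutions 0.4 and 1.2, 15 principal components, all 2000 variable genes and doublets removed did not. Another cluster here, the dopaminergic neuron-like cluster, which was set beside the paper's share only after seeing the values, reached it on D28 and D45, at 3.70% and 0.9985%, and held no cell on D11, where the paper's share is about 7% in Fig. 7D, read by eye, and that of the LMX1A/RSPO2 cluster 8.14%.

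Mitotic cells on D11 are about 16% in Fig. 7D, read by eye, and 27.7% here. Of the alternatives set before the data were examined, each day clustered separately (16.4%) and resolution 1.2 (17.1%) reached it, and 15 principal components, all 2000 variable genes, doublets removed and resolution 0.4 did not. Astrocytes are about 3% on D11 in Fig. 7D, read by eye, and 0.0068% here, and none of those 6 alternatives reached it. On D28 they are about 3.5% in Fig. 7D, read by eye, and 1.91% here, reached with each day clustered separately (2.71%) and not with the other 5. On D45 they are about 6% in Fig. 7D, read by eye, and 12.5% here, reached with 15 principal components (9.26%) and not with the other 5 set before the data were examined. Library means removed, chosen after seeing the values, gave 8.34%. GABAergic neurons on D45 are about 3% in Fig. 7D, read by eye, and 10.2% here, reached with each day clustered separately (3.99%) and not with the other 5.

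The paper's sentence on CLU can be read as giving D28 as the day of its highest expression in the cluster. On that reading alone there is a difference, as CLU here was higher on D45 (3869 CPM) than on D28 (2350 CPM) with each day clustered separately, without passing the threshold, and highest on D28 with the best joint cluster on each day, chosen after seeing the values. The paper names SEMA3A among the genes of the cluster in its text and in the caption of Fig. 7E, whereas the panels of Figs. 7E and S6A show SEMA3E. Here SEMA3A ranked 11 of 38 clusters and SEMA3E 1. The paper describes dopaminergic markers in the cluster. In the LMX1A/RSPO2 cluster here, TH, KCNC2 and SCN2A ranked 35, 31 and 34. NR4A2 ranked 5 there and was higher than in neuron-like cells of D11 under all 12 alternatives (log2 fold change 1.31). TH and NR4A2 were highest in the dopaminergic neuron-like cluster (526 and 216 CPM), and KCNC2 and SCN2A in a neuron-like cluster (209 and 193 CPM). Which of these clusters holds the paper's cells cannot be told without its labels. The paper states that TH, NR4A2, KCNC2 and SCN2A rose over the days in other neurons. The neuron-like cells here also include the dopaminergic neuron-like cluster, where TH was highest and which had no cells on D11 in the joint clustering. Neurons outside that cluster were not tested between days by themselves. In neuron-like cells here, KCNC2 rose past the threshold from D11 to D45, and from D11 to D28 (log2 fold change 1.25, adjusted p = 0.0169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) except without D11 replicate A (0.91), D45 replicate A (1.25) or D45 replicate B (1.24). The other 3 did not pass it from D11 to D45, TH being lower on D45 (70.7 CPM) than on D11 (96.8 CPM). SCN2A passed it with DESeq2, DESeq2's size factors in edgeR, no filter on low counts, and without D28 replicate A or B, all chosen after seeing the values, as this comparison was. In whole organoids, where a change can also come from which cells are present, SCN2A and KCNC2 rose from D11 to D28 (log2 fold changes 1.99 and 2.33) and to D45 (2.19 and 3.49), past the threshold under all 13 alternatives. NR4A2 fell there from D11 to D45 (-1.13, adjusted p = 0.0323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost under 5 of 13 alternatives, among them without D11 replicate A (-1.20) or B (-0.95) and D45 replicate A (-0.92) or B (-1.39). TH did not pass the threshold there over all libraries in edgeR, while DESeq2, and edgeR without D45 replicate A (1.54) or B (1.54), called its rise from D11 to D28 (1.55). Of the genes labelled in Fig. 7F, 17 of 17, 14 of 16 and 17 of 17 had the same direction here with each day clustered separately (D28 against D11, D45 against D28, D45 against D11), and IFI6 and HCRT did not for D45 against D28. With the best joint cluster on each day, chosen after seeing the values, the counts were 17 of 17, 15 of 16 and 17 of 17, with NTS the exception.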

Other observations

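The tests of depth, of neuron and floor plate identity and of counting error in this part were chosen only after the results were seen. The limits by which 3 tests are read were changed after their values were seen, and each is given as open. By the first limits, empty droplets and dopaminergic cells in another D11 cluster would have been excluded, and different cell types in the clusters chosen on D11 and D45 would have been borne out.

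Neuron transcripts were lower in the LMX1A/RSPO2 cluster than in neuron-like cells on D11. Fewer UMIs per cell are argued against, since the median cell of the cluster had more UMIs (11993 and 11250) than the median neuron-like cell (10795.5 and 9890). At 2000 UMIs STMN2 was found in 5.06% of the cluster's cells. Neurons with LMX1A and RSPO2 missed by the clustering stay open. At 2000 UMIs 0.369% of D11 neuron-like cells held both, but the cluster they would be set against was chosen for these genes, and cells not named neuron-like were not searched. That the cluster consists of neurons is argued against. It was chosen by LMX1A and RSPO2 and not by neuron markers, and against all other D11 cells of the same library its median log2 ratio over 10 neuron markers was -2.53 in replicate A and -2.87 in B, with 10 of 10 lower in both. Whether it holds floor plate cells stays open. Against neuron-like cells, which were named from the neuron markers, the median log2 fold change was -5.26 over the neuron markers and 3.92 over 7 floor plate markers. Against all other D11 cells, many of them floor plate-like, the floor plate markers went both ways, with medians of 0.65 and 0.1.

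Unnamed clusters with few UMIs per cell held 0.065%, 23.6% and 28.9% of D11, D28 and D45 cells. These shares leave out named clusters with few UMIs. Among those, a mitotic-like cluster with a median of 623 UMIs held 710 and 4912 cells of D11 replicates A and B. So cells with few UMIs were not limited to the later days. Empty droplets and nuclei without cytoplasm both stay open. The profile of the largest unnamed cluster of this kind was closer to neuron-like cells than to the rest of the library by a median r of 0.014. Genes over 100 kb held 7.05 percentage points more of its UMIs, while its mitochondrial share was higher too, by 1.05 points. No biological explanation was tested.

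GABAergic neuron-like cells were 0.420% of D28 replicate A and 11.6% of replicate B. A split of the cells by the clustering is argued against, since whole-library GAD1, GAD2 and SLC32A1 were 11.08-, 12.5- and 8.76-fold higher in B. Counting error is argued against, since the lower 95% bound in B was 11.04% in the joint clustering. The size of the D28 share depended on the clustering, with a mean of 2.16% ± 2.69 at resolution 1.2 and 8.06% ± 10.6 with 15 principal components. A difference between organoids stays open and was not tested.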
